# Transgenic Expression of MicroRNA-181d Augments the Stress-Sensitivity of CD4^+^CD8^+^ Thymocytes

**DOI:** 10.1371/journal.pone.0085274

**Published:** 2014-01-09

**Authors:** Serkan Belkaya, Nicolai S. C. van Oers

## Abstract

Physiological stress resulting from infections, trauma, surgery, alcoholism, malnutrition, and/or pregnancy results in a substantial depletion of immature CD4^+^CD8^+^ thymocytes. We previously identified 18 distinct stress-responsive microRNAs (miRs) in the thymus upon systemic stress induced by lipopolysaccharide (LPS) or the synthetic glucocorticoid, dexamethasone (Dex). MiRs are short, non-coding RNAs that play critical roles in the immune system by targeting diverse mRNAs, suggesting that their modulation in the thymus in response to stress could impact thymopoiesis. MiR-181d is one such stress-responsive miR, exhibiting a 15-fold down-regulation in expression. We utilized both transgenic and gene-targeting approaches to study the impact of miR-181d on thymopoiesis under normal and stress conditions. The over-expression of miR-181d in developing thymocytes reduced the total number of immature CD4^+^CD8^+^ thymocytes. LPS or Dex injections caused a 4-fold greater loss of these cells when compared with the wild type controls. A knockout mouse was developed to selectively eliminate miR-181d, leaving the closely spaced and contiguous family member miR-181c intact. The targeted elimination of just miR-181d resulted in a thymus stress-responsiveness similar to wild-type mice. These experiments suggest that one or more of three other miR-181 family members have overlapping or compensatory functions. Gene expression comparisons of thymocytes from the wild type versus transgenic mice indicated that miR-181d targets a number of stress, metabolic, and signaling pathways. These findings demonstrate that selected miRs enhance stress-mediated thymic involution *in vivo*.

## Introduction

The thymus is the primary organ responsible for T cell development, providing a continuous output of effector and regulatory T cells. Interestingly, this tissue is hyper-responsive to stress, resulting from infections, trauma, pregnancy, starvation, and alcoholism [1], [2], [3], [4], [5], [6], [7]. These diverse forms of stress induce a thymic involution, caused by the deletion of immature CD4^+^CD8^+^ thymocytes and a ensuing reduction in thymic cellularity [8], [9]. In the case of infections, the release of pathogen-associated molecular patterns, such as lipopolysaccharide (LPS), activates Toll-like receptor signaling pathways, releasing inflammatory cytokines that cause thymocyte cell death [10], [11], [12]. Elevations in a subset of these inflammatory cytokines (IL-1β, IL-6, and LIF) induce the production and release of glucocorticoids (GC) via both the hypothalamus-pituitary-adrenal axis and within the thymus itself [13], [14], [15], [16], [17]. The GCs, as lipophilic steroids, diffuse across the plasma membrane and trigger apoptosis of thymocytes by binding to GC-receptors (NR3C1) that are expressed at high levels in the CD4^+^CD8^+^ (DP) thymocytes [18], [19], [20]. Synthetic glucocorticoids (e.g. Prednisone and Dexamethasone) are widely used for the treatment of patients with malignancies and autoimmune diseases, although their effects on thymocytes are not often realized [21], [22]. A second mechanism underlying the stress-induced thymic atrophy is the direct sensing of microbial molecules by pattern-recognition receptors expressed on thymic epithelial cells (TECs) [8], [23], [24]. Activation of these pathways reduces the ability of TECs to support thymopoiesis [8], [25].

Several microRNAs (miRs) can modulate stress responses in tissues such as the thymus, heart, and brain [26], [27], [28]. MiRs are a class of small, non-coding RNA molecules that regulate gene expression at the post-transcriptional level by mRNA degradation and/or translational repression [29], [30]. In the thymus, reductions in the pre-miR RNAse, Dicer, and/or just miR-29a increase the levels of the interferon-alpha receptor (IFNAR) on TECs, decreasing their ability to support thymopoiesis following viral infections [25]. LPS and/or dexamethasone treatments cause a transient loss of both Dicer and Dgcr8 in immature thymocytes within the first 6–12 hours, significantly reducing miR biogenesis [31]. Two-three days after LPS or dexamethasone exposure, there is a selective up- and down-modulation of 7 and 11 thymically-encoded stress responsive miRs, respectively [11]. MiR-181d is one of the most stress-responsive miRs identified in the thymus, declining 15-fold at several days post LPS injection [11]. It is a member of miR-181 family that includes miR-181a, miR-181b, and miR-181c. These four miRs are produced from three different polycistronic clusters: 181ab1, 181ab2, and 181cd [32], [33]. In contrast to the stress effects on miR-181d, miR-181c remains unchanged while miR-181a and miR-181b are reduced 2- and 6-fold, respectively [11]. Such results reveal a differential regulation of miR-181 family members under both steady and disease states [11], [34], [35]. Reductions in miR-181a increase the cell survival of astrocytes from ischemia-like injury following glucose deprivation, in part via elevations in one of its targets, Bcl2 [36]. In developing thymocytes, miR-181a controls T-cell repertoire selection by targeting CD69, Bcl2, Dusp5, Dusp6, Shp2, Ptpn22, and Pten, the protein products of which regulate signaling pathways [31], [36], [37], [38], [39], [40], [41]. While miR-181a/b knock-out (KO) mice have normal αβ T cell development, their NK T cell development is blocked [39], [41]. Contrasting this, the complete deficiency of all miR-181 family members is embryonic lethal, suggesting a functional compensation or redundancy [38].

To study the contribution of miR-181d in stress-induced thymic atrophy, we generated two transgenic (Tg) mouse models with increasing levels of miR-181d expression in immature thymocytes and peripheral T cells. The miR-181d Tg mice exhibited a statistically significant reduction in DP thymocytes. *In vivo* LPS and Dexamethasone (Dex) injections caused a substantial increase in the stress-sensitivity of the DP thymocytes with elevated miR-181d levels. The targeted mutation of the miR-181d sequence in the mouse genome revealed a similar stress-mediated apoptosis as normal mice. These results suggest that multiple miR-181 family members function in a compensatory manner.

## Results

### Generation of miR-181d transgenic mice

The miR-181 family comprises four members, miR-181a, miR-181b, miR-181c, and miR-181d, which are generated from three separate genomic clusters (miR-181ab1, miR-181ab2, and miR-181cd) [32], [33]. While all share an identical seed sequence at their 5′ ends, miR-181d is the most divergent member, differing from the others by 1 to 5 nucleotides (Figure 1A). All miR-181 family members are primarily expressed in the thymus, at levels at least 10-20 fold higher than the brain and liver [35]. In most other tissues, they were very low or undetectable (Figure 1B). Although miR-181c and miR-181d are transcribed from the same cistron, miR-181d is expressed at least 5-10 fold higher in the hematopoietic lineages, including immature thymocytes and T-helper cells [34], [35]. It is one of the most stress responsive miRs in the thymus, with reductions of 15-fold occurring following LPS treatment. MiR-181c expression was unaffected upon stress [11]. This indicates that additional post-transcriptional mechanisms exist for the processing of miR-181d.

**Figure 1:**
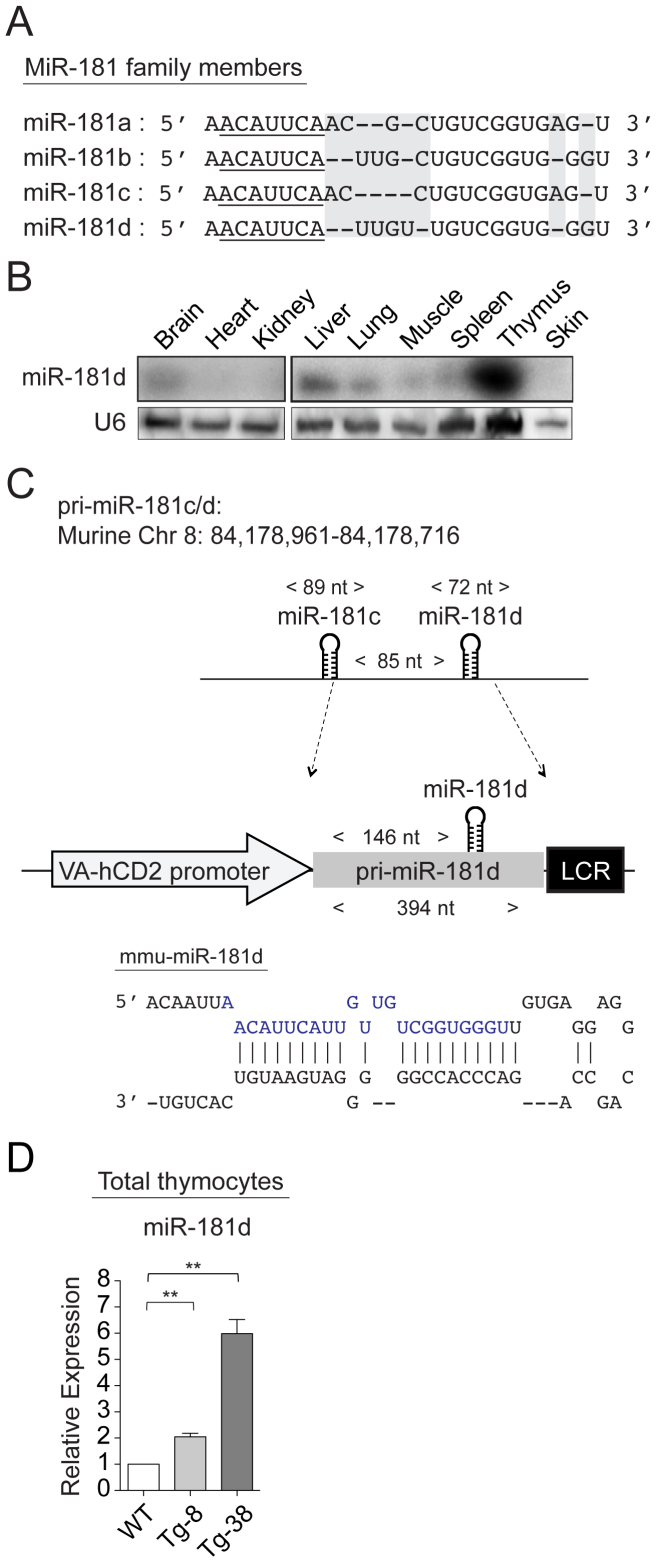
MiR-181d transgenic mice. (A) Schematic shows the sequence homology between mature miR-181 family members. 5′-seed region is underlined. Base differences are shaded with gray. (B) MiR-181d expression in various tissues examined by Northern blotting. U6 probe was used as the endogenous control. (C) Cloning of the pri-miR-181d into the VA-hCD2 transgenic cassette. Stem-loop structure of pre-miR-181d is shown, in which mature miR-181d is highlighted in blue. (D) Relative miR-181d levels were determined by real-time quantitative PCR. Littermate control values were set to 1. Graph represents the mean fold changes +/− SEM normalized to the U6 levels from 3 independent samples, performed in triplicates (n.s.  =  non-significant, *p<0.05, **p<0.01, ***p<0.001; Two-tailed unpaired Student's *t*-test).

In order to determine the contribution of miR-181d to thymopoiesis under normal and stress conditions, we utilized first a gain-of-function approach. Since miR-181c and miR-181d are separated by only 85 nucleotides, the expression of miR-181d could only be achieved by including 146 bases upstream of miR-181d [11]. This excluded the first 28 nucleotides of miR-181c, eliminating the sense-antisense base pairing involved in pre-miR formation, thereby preventing miR-181c over-expression (Figure 1C and Figure S1). With this construct, transgenic mice were generated in which the murine pri-miR181d was expressed in thymocytes and peripheral T cells (Figure 1C) [42]. Two transgenic lines (Tg-8 and Tg-38) were selected based on their increasing levels of miR-181d expression. Relative to the wild-type control, which was set as 1, miR-181d was over-expressed 2- and 6-fold in Tg-8 and Tg-38 lines, respectively (Figure 1D).

### Elevated levels of miR-181d perturb T cell development

The total thymic cellularity was decreased only in the Tg-38 line compared to normal controls, which was similar to the Tg-8 line (Figure 2A). There was an increased percentage of CD4^−^CD8^−^ (DN) cells, with elevated levels of miR-181d (Figure 2B–C). Both the percentage and number of CD4^+^CD8^+^ (DP) thymocytes in Tg-8 and Tg-38 lines were significantly lower than in control mice (Figure 2B–D). While the percentages of CD4^+^CD8^−^ (CD4 SP) and CD4^−^CD8^+^ (CD8 SP) thymocytes were increased significantly, their overall cell numbers were similar, reflecting the decreased percentage of DP thymocytes (Figure 2C, 2E). The DN cells were next characterized for CD44 and CD25 expression, markers used to define 4 subsets, DN1-DN4. The miR-181d transgenic mice had a similar profile of DN1-DN4 cells as wild type mice (Figure S2A). In addition, similar levels of intracellular TCRβ and surface CD5 expression were detected in the DN3 (CD44^−^CD25^+^) thymocytes from the control and miR-181d Tg mice, indicating normal TCR rearrangements and pre-TCR signaling, respectively (Figure S2B). Finally, the proportion and numbers of γδ T cells and NK1.1^+^ cells were similar (data not shown).

**Figure 2:**
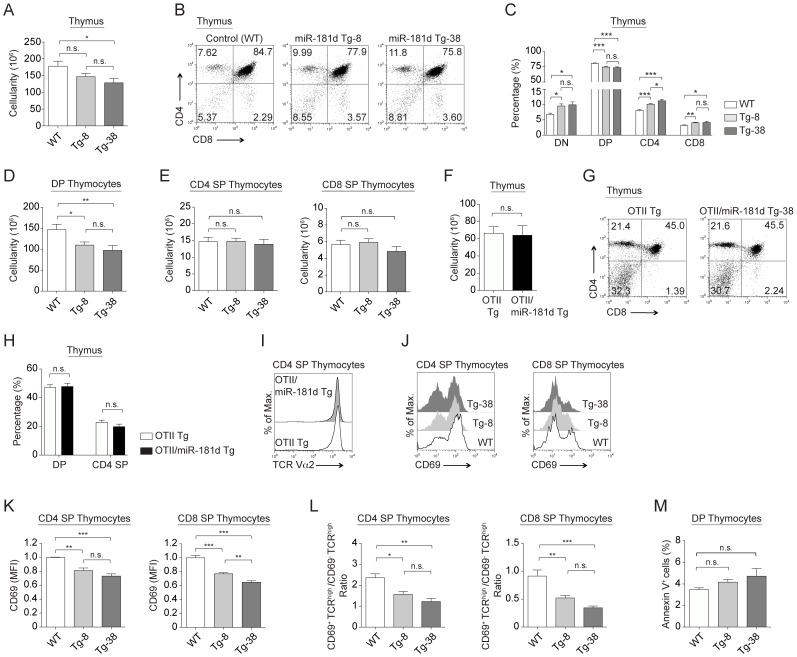
MiR-181d over-expression reduces the number of DP thymocytes. (A) Total thymus cellularity in the control and miR-181d Tg mice. (B) Representative plots show CD4 by CD8 profiles of thymocytes in the control and miR-181d Tg mice, analyzed by FACS. (C) Average percentages of thymocyte subsets (DN, DP, CD4 SP, and CD8 SP) from the control and miR-181d Tg mice. (D) Absolute cell numbers of DP thymocytes. (E) Absolute cell numbers of CD4 SP (left) and CD8 SP (right) thymocytes. (A–E) Data are from WT (n = 18), Tg-8 (n = 25), and Tg-38 (n = 16) mice. (F) Total thymus cellularity of the OTII Tg and OTII/miR-181d Tg-38 mice. (G) Total thymocytes were stained for CD4 and CD8, and analyzed by FACS. (H) Average percentages of DP and CD4 SP thymocytes are shown. (I) Histogram shows the surface expression of TCR (TCR Vα2) gated on CD4^+^CD8^−^ SP thymocytes from the OTII Tg (dark gray) and OTII/miR-181d Tg-38 mice (black line). (F–I) Data are from at least 2 mice per group. Each bar is the mean +/− SEM (n.s.  =  non-significant, *p<0.05, **p<0.01, ***p<0.001; Two-tailed unpaired Student's *t*-test). (J) Histograms show CD69 expression on CD4 SP and CD8 SP thymocytes from the WT (white), Tg-8 (light gray), and Tg-38 (dark gray) mice. (K) Relative MFI (Mean Fluorescence Intensity) levels of CD69 on SP thymocytes. (L) Ratio of the CD69^+^TCRβ^high^ to CD69^−^TCRβ^high^ thymocyte numbers shown for CD4 SP and CD8 SP thymocytes. (M) Average percentages of Annexin V^+^ cells gated on DP thymocytes. (J-M) Data are of at least 3 mice per group. All bar graphs represent the mean +/− SEM values (n.s.  =  non-significant, *p<0.05, **p<0.01, ***p<0.001; One-way ANOVA followed by Tukey's post-hoc test).

The reduced number DP thymocytes in the miR-181d transgenic mice could be caused by accelerated positive selection, diminished cell survival, and/or increased sensitivity to stress. Positive selection appeared intact as miR-181d transgenic DP thymocytes had a normal expression of CD5, CD69, and TCRβ (Figure S2C). This was further supported with similar numbers of OTII-specific TCR transgenic thymocytes developing in miR-181d Tg-38 lines and OTII Tg parental lines (Figure 2F–H). The CD4^+^CD8^−^ thymocytes in the OTII/miR-181d Tg-38 mice had similar expression levels of transgenic TCRα subunit, consistent with normal positive selection (Fig. 2I). However, the expression of CD69 on CD4 and CD8 SP thymocytes was significantly decreased with increased miR-181d levels (Figure 2J-K). Moreover, the ratio of CD69^+^TCRβ^high^ (early stage) to the CD69^−^TCRβ^high^ (late stage) SP thymocytes was lower in miR-181d Tg mice (Figure 2L). This suggests that elevations in miR-181d levels might alter further maturation and/or egress of SP thymocytes. In contrast, Annexin V and 7-AAD staining of immature thymocytes showed no alterations in cell death of DP thymocytes in the Tg-8 and Tg-38 lines (Figure 2M).

### MiR-181d transgenic mice have slightly reduced peripheral T cell numbers

The total cellularity of lymph nodes and spleen was similar in all the Tg lines compared to normal mice (Figure 3A and Figure S2D). Both percentages and numbers of CD4^+^CD8^−^ T cells were slightly lower with increased miR-181d levels (Figure 3B–D and Figure S2E–G), but this reduction only reached statistical significance in the Tg-38 line when comparing percentages of CD4^+^CD8^−^ T cells in the lymph nodes, and for the absolute numbers of CD4^+^CD8^−^ T cells in the spleen (Figure 2C and Figure S2G). The reductions in peripheral CD4^−^CD8^+^ T cells were more pronounced in miR-181d Tg lines (Figure 3B–D and Figure S2E-G). Both the percentages and numbers of mature CD4^−^CD8^+^ T cells were significantly decreased in lymph nodes and spleen of the Tg-38 line (Figure 3C–D, S2F–G). An even more dramatic reduction in peripheral T cells was noted in the miR-181d Tg-38 lines once crossed onto the OTII TCR Tg line (Figure 3E–F). The TCR density of CD4^+^CD8^−^ T cells remained the same (Figure 3G). While the cellularity was marginally altered, the percentages of peripheral B220^+^ B cells were equivalent in the control and miR-181d Tg mice (Figure S2H). The activation and memory phenotypes were not different when comparing the mice, as revealed with the similar CD44 and CD62L profiles (data not shown). In addition, the naive miR-181d Tg-8 and Tg-38 T cells displayed similar survival and proliferative responses as wild type controls upon anti-CD3/CD28 stimulations *in vitro* (data not shown). Taken together, these results suggested that once the T cells egressed from the thymus, they were functionally normal.

**Figure 3:**
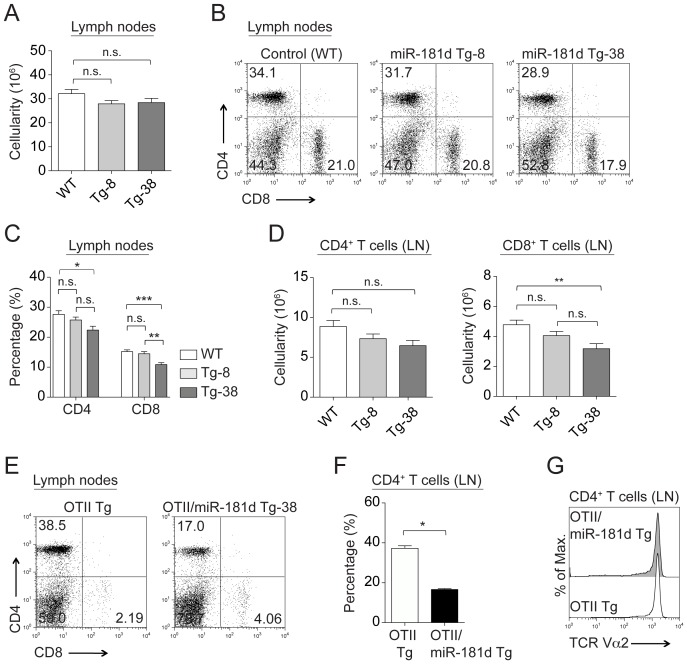
Characterization of peripheral lymphocytes in miR-181d transgenic mice. (A) Total cellularity in the lymph nodes of the control and miR-181d Tg mice. (B) Representative FACS plots of CD4^+^ and CD8^+^ T cells in the lymph nodes. (C–D) Average percentages (C) and absolute numbers (D) of CD4^+^ and CD8^+^ T cells in the lymph nodes. (A–D) Data are of the mean +/− SEM from the WT (n = 17), Tg-8 (n = 23), and Tg-38 (n = 14) mice (n.s.  =  non-significant, *p<0.05, **p<0.01, ***p<0.001; One-way ANOVA followed by Tukey's post-hoc test). (E) CD4 and CD8 profiles of peripheral T cells from the lymph nodes of the OTII Tg and OTII/miR-181d Tg-38 mice. (F) Bar graph shows average percentages of CD4^+^ T lymphocytes in the lymph nodes. (G) Surface expression of TCR (TCR Vα2) gated on CD4^+^ T cells in the lymph nodes of the OTII Tg (dark gray) and OTII/miR-181d Tg-38 mice (black line). (E–G) Data are generated from at least 2 mice per group. Each bar represents the mean +/− SEM values (*p<0.05, **p<0.01, ***p<0.001; Two-tailed unpaired Student's *t*-test).

### Transgenic expression of miR-181d augments stress-induced thymic atrophy

To study the impact of miR-181d on stress-induced thymic atrophy, we analyzed the effects of LPS injections on thymic cellularity. LPS treatment (100 µg/mouse) resulted in 2- and 4-fold greater reduction in both percentages and numbers of DP thymocytes in the Tg-8 and Tg-38 lines, respectively, compared to the wild-type control (Figure 4A–B and Figure S3A–B). A dose response analysis using varying amounts LPS indicated an accelerated depletion of DP thymocytes at all doses (Figure S3C). While the percentages of CD4 SP and CD8 SP thymocytes were increased in the transgenic lines after LPS injection, the absolute numbers of these SP thymocytes remained equivalent to the wild type control (Figure 4C and Figure S3B). The decreased ratio of DP thymocyte numbers in LPS- vs PBS-treated transgenic mice further supported the findings that miR-181d enhanced stress sensitivity of thymocytes (Figure 4D). The DP thymocytes in the miR-181d Tg lines had elevated cell death markers upon stress (Figure 4E). Peripheral T cell numbers were similar in PBS- and LPS-injected miR-181d Tg mice, indicating that the miR-181d effects are specific to the thymus (data not shown) [11].

**Figure 4:**
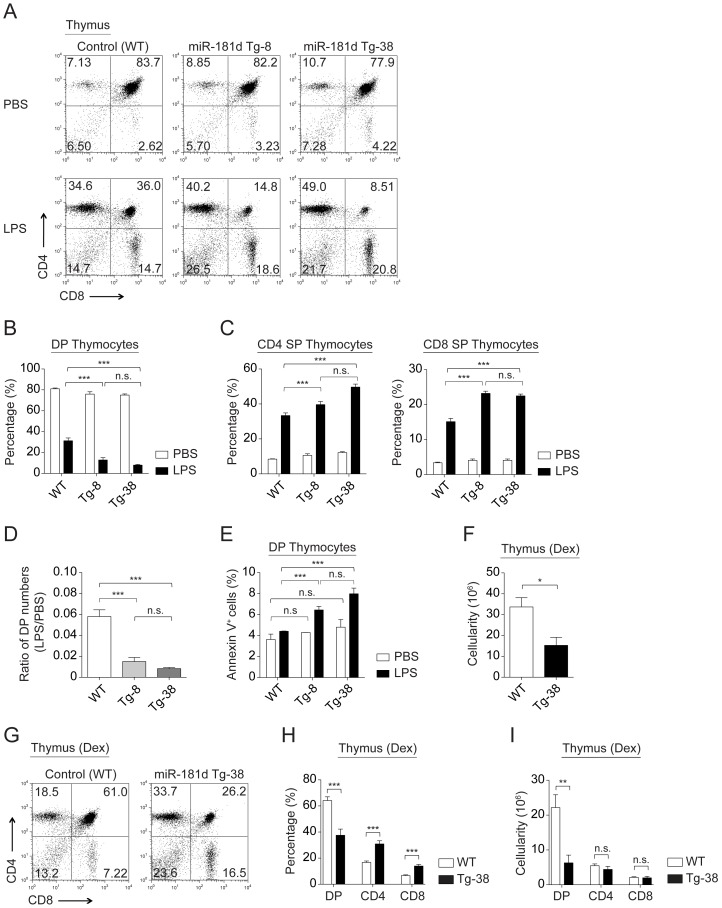
MiR-181d over-expression elevates stress-induced thymic atrophy. (A) Representative plots show CD4 by CD8 profiles of total thymocytes from the control and miR-181d Tg mice at 72 hours after PBS or LPS (100 µg/mouse) injections. (B–C) Graphs demonstrate the average percentages of DP thymocytes (B), and CD4 SP and CD8 SP thymocytes (C) at 72 hours post-injection (PBS, white; LPS, black). (B–C) Data are of the mean +/− SEM from at least 4 independent experiments using at least 3 mice per injection (n.s.  =  non-significant, *p<0.05, **p<0.01, ***p<0.001; Two-way ANOVA followed by Bonferroni's post-hoc test). (D–E) Data were calculated from the experiments shown in the panels A and B. Each bar shows the mean +/− SEM. (D) Ratios of DP thymocyte numbers upon LPS treatment to the numbers of DP thymocytes upon PBS treatment (n.s.  =  non-significant, *p<0.05, **p<0.01, ***p<0.001; One-way ANOVA followed by Tukey's post-hoc test). (E) Average percentages of Annexin V^+^ cells gated on DP thymocytes at 72 hours post-injection (PBS, white; LPS, black). (n.s.  =  non-significant, *p<0.05, **p<0.01, ***p<0.001; Two-way ANOVA followed by Bonferroni's post-hoc test). (F) Total thymic cellularity in the control and miR-181d Tg-38 mice at 48 hours upon Dex injection (60 µg/mouse). (G) Representative FACS plots show CD4 by CD8 profiles of thymocytes after 48 hours post-Dex injection. (H–I) Average percentages (H) and absolute numbers (I) of thymocyte subsets following Dex treatment at 48 hours. (F–I) Bar graphs show the mean +/− SEM from at least 4 mice per treatment (n.s.  =  non-significant, *p<0.05, **p<0.01, ***p<0.001; Two-tailed unpaired Student's *t*-test).

Consistent with LPS-induced thymic atrophy, an IP injection of dexamethasone (Dex), a synthetic glucocorticoid, also results in a dramatic elimination of the DP thymocytes [11], [31]. Forty-eight hours after Dex injection (60 µg/mouse), Tg-38 mice had more than 2-fold reduction in total thymic cellularity and DP thymocyte numbers (Figure 4F–I). Taken together, these findings indicate that miR-181d over-expression selectively elevates the stress-sensitivity of DP thymocytes.

### T cell development and stress-responses in miR-181d-deficient mice are normal

To further define the functional role of miR-181d in the stress response, we generated a miR-181d knock-out line. Since miR-181c and miR-181d are separated by only 85 nucleotides, we utilized a knock-in (KI) approach in which only the miR-181d sequence was modified (miR-181d KI) (Figure 5A and Figure S4). A total of 11 base-replacements (five in the 5′ seed region) were introduced into the miR-181d sequence. This was done to disrupt the formation and processing of the pre-miR-181d stem-loop structure, without affecting miR-181c (Figure 5A and Figure S5). Sequencing reactions confirmed the KI status of the locus (data not shown). Initial Northern blotting experiments revealed a very faint signal for miR-181d in miR-181d KI thymocytes (data not shown). This was a consequence of the miR-181d probe binding to the endogenous mature miR-181b, which differs by only 1 nucleotide compared to miR-181d. To further confirm that miR-181d was not expressed with the KI design, plasmid constructs containing the mutated miR-181d (KI) sequences were transfected into HEK293T cells. None of the miR-181 family members are normally expressed in these cells [11]. Subsequent Northern blotting showed that the mutations in miR-181d prevented the expression of mature miR-181d, which could only be detected with the wild type miR-181d expression vector (Figure S6A). Of note, miR-181d*, the passenger strand of miR-181d, was not detected in miR-181d KI thymocytes (data not shown). The miR-181d KI mice had normal T cell development, with similar percentages and numbers of thymocyte subsets when compared with wild type controls (Figure 5B–C and Figure S6B–F). Consistent with the normal thymopoiesis, the number and percentage of peripheral lymphocytes in these mice were also similar to wild-type controls (Figure S6G–I). Of all the cell populations analyzed, the peripheral T cell percentages were significantly elevated in the spleen of miR-181d KI mice compared to wild-type controls (Figure S6H). In addition, naive peripheral miR-181d KI T cells exhibited similar survival and proliferative responses as wild-type controls upon anti-CD3/CD28 stimulations *in vitro* (data not shown). While the transgenic expression of miR-181d augmented stress-induced thymic atrophy, its selective elimination had no effect on DP cell depletion following LPS or Dex injections (Figure 5D–G and Figure 5I–J). Moreover, there was a similar level of Annexin V induction in the KI compared to normal mice in response to stress (Figure 5H). Finally, the percentage and number of SP thymocytes appeared normal in the miR-181d KI mice following LPS and Dex treatments (Figure 5F and Figure 5J). These experiments suggest that the targeted elimination of one miR-181 family member is insufficient to modulate the stress responsiveness of developing thymocytes.

**Figure 5:**
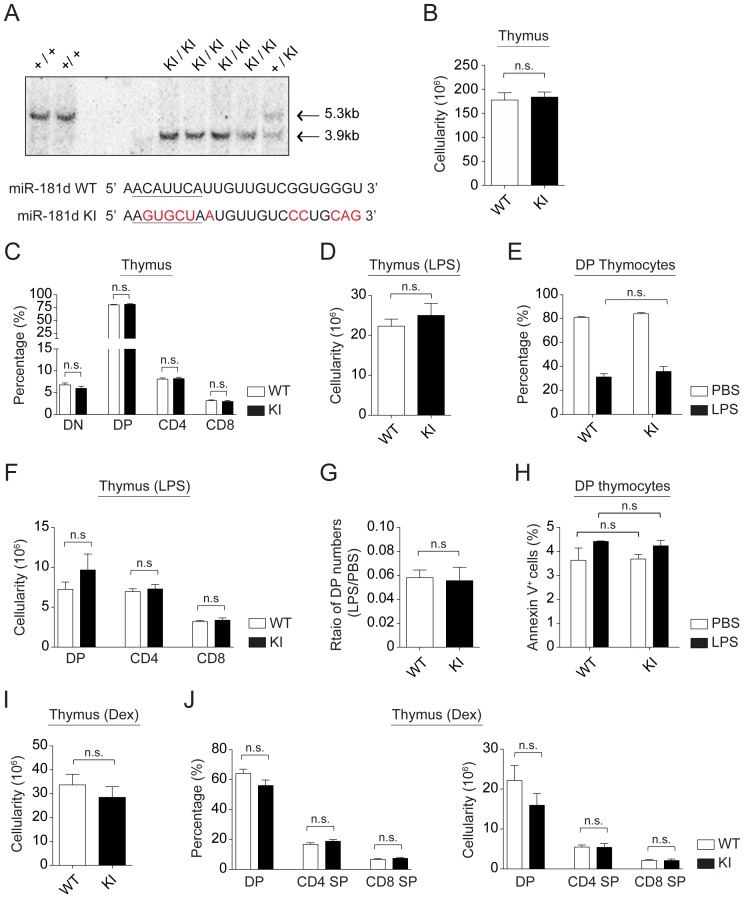
T cell development is normal in miR-181d knock-in mice. (A) Confirmation of miR-181d KI by a representative southern blot. Comparison of the wild type and mutated (miR-181d KI) sequences are provided. 5′-seed region is underlined. Base replacements are highlighted in red. (B) Total thymus cellularity in the control and miR-181d KI mice. (C) Average percentages of thymocyte subsets (DN, DP, CD4 SP, and CD8 SP) are shown for the WT (white) and miR-181d KI (black) mice. (B–C) Data are of the mean +/− SEM from the WT (n = 18) and miR-181d KI (n = 17) mice. (D) Total thymus cellularity in the control and miR-181d KI mice at 72 hours post-LPS (100 µg/mouse) injection (n.s.  =  non-significant; Two-tailed unpaired Student's *t*-test). (E) Average percentages of DP thymocytes at 72 hours after PBS or LPS treatment (n.s.  =  non-significant; Two-way ANOVA followed by Bonferroni's post-hoc test). (F) Absolute cell numbers of thymocyte subsets at 72 hours post-LPS injection (n.s.  =  non-significant; Two-tailed unpaired Student's *t*-test). (D–F) Data show the mean +/− SEM at least 4 independent experiments using at least 3 mice per treatment. (G–H) Data were calculated from the experiments shown in the panels D and E. Each bar shows the mean +/− SEM. (G) Ratios of DP thymocyte numbers upon LPS treatment to the numbers of DP thymocytes upon PBS treatment (n.s.  =  non-significant; Two-tailed unpaired Student's *t*-test). (H) Average percentages of Annexin V^+^ cells gated on DP thymocytes at 72 hours post-injection (PBS, white; LPS, black). (n.s.  =  non-significant; Two-way ANOVA followed by Bonferroni's post-hoc test). (I) Total thymic cellularity in the control and miR-181d KI mice at 48 hours upon Dex injection (60 µg/mouse). (J) Average percentages (left) and absolute numbers (right) of thymocyte subsets following Dex treatment at 48 hours. (I–J) Bar graphs show the mean +/− SEM from at least 4 mice per treatment (n.s.  =  non-significant; Two-tailed unpaired Student's *t*-test).

### Analysis of differential gene expression in miR-181d transgenic thymocytes

While a number of mRNA targets of miR-181 have been reported, it is not known whether miR-181d has overlapping and/or distinct targets. Therefore, gene expression comparisons were done with the wild-type control and miR-181d Tg-38 mice. 

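Whole thymus RNA from 3 wild type mice and 3 miR-181d Tg-38 mice was measured with Illumina MouseWG-6 v2 arrays, 1 array per mouse. miR-181d Tg-38 is a transgenic line that over-expresses miR-181d, and no probe of the array is listed under this microRNA, so its own level was not measured here. Each value is an average over the cells of the organ, which holds epithelium, macrophages, dendritic cells and blood besides thymocytes. The deposited scanner table gives the average bead signal of each probe as a linear intensity, read out with GenomeStudio by the authors and not normalized between arrays, together with a detection p-value against negative control probes. Of the 45281 probes in the table, 17674 to 18526 were detected on the wild type arrays (median 18316) and 17972 to 18464 on the Tg-38 arrays (median 18077) at a detection p under 0.05. From this table, the background was corrected with the detection p-values and the arrays were quantile-normalized on the log2 scale (neqc of limma, offset 16). The 18352 probes detected on at least 3 of the 6 arrays were kept, of which 15400 are listed under a single gene, for 9782 different genes. Tg-38 was compared with wild type by the moderated two-sided test of limma, with Benjamini-Hochberg adjustment over the probes kept, and changes are given as Tg-38 minus wild type. Quantile normalization makes each change relative to all genes. Median scaling, used in its place as an alternative, sets the median of all 45281 probes equal across the arrays. Most of these probes were not detected on an array, so this scaling is set by undetected probes. With it, the median change of the 18352 probes kept, described below, was -0.14 on the log2 scale. The first principal component held 39.4% of the variance and parted the groups, while wild type replicate 2 lay apart from the other 5 arrays on the second, which held 21.7%. The 3 mice per group limit the precision, and an exact permutation test of a single gene cannot give a two-sided p below 0.1.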

Of the 26,000 genes probed on the array, 111 were down- and 237 were up- regulated more than 1.5-fold in the thymus of miR-181d Tg-38 mice compared to the wild type control (*p*<0.05) (Table S1 and Table S2). 

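Wls, a carrier that Wnt proteins need for secretion, and Klrd1, the CD94 receptor chain of NK cells and cytotoxic T cells, rose most in Tg-38 thymus among the named genes that passed the adjusted threshold. Wls was 6.02-fold higher (log2 fold change 2.59, standard error 0.11, adjusted p = 3.1e-05 from limma) and Klrd1 was 4.47-fold higher (log2 fold change 2.16, standard error 0.16, adjusted p = 0.0015), with 3 mice per group. F2rl1, a receptor activated by proteases, rose 3.59-fold, Cxcl9, a chemokine induced by interferon gamma, rose 3.38-fold, and Acta2, the actin of smooth muscle, rose 2.60-fold. Tlr1, a Toll-like receptor, and Dapl1 were not detected on any wild type array and were at least 2.56-fold and at least 2.11-fold higher in Tg-38. Erdr1 (erythroid differentiation regulator 1) fell by 1.23 on the log2 scale (standard error 0.23, adjusted p = 0.048).

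P3h4 and P3h3, of the prolyl 3-hydroxylase family, were 1.97-fold and 1.75-fold lower, Plod2, a lysyl hydroxylase of collagen, was 1.85-fold lower, and Il17re, a subunit of the interleukin 17C receptor, was 1.79-fold lower. Mpp5, a cell polarity gene, was not detected on any Tg-38 array and was at least 1.43-fold lower. At an adjusted p under 0.05, 147 probes (114 genes) were higher and 55 probes (38 genes) were lower. On each of these 202 probes every Tg-38 mouse lay on the same side of every wild type mouse. Selection by a small p makes this separation likely, so it is not a further result. Of all probes tested, 22.55% separated the groups, where 10% are expected by chance. At an unadjusted p under 0.05 and more than 1.5-fold, 348 probes (272 genes) were higher and 187 probes (131 genes) were lower. Chance would give 917.6 of the 18352 probes an unadjusted p under 0.05, and 3126 had one. Without wild type replicate 1 or 3, or any one of the Tg-38 replicates, 15 to 36 probes passed the adjusted threshold, and without wild type replicate 2 this number was 315. With median scaling, 220 probes passed and 35.9% of them were higher, against 72.8% of the 202.

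The array holds 5 probes of Wls, and all of them differed between the groups. The other 2 of the 3 higher probes had log2 fold changes of 2.52 and 2.42. The remaining 2 were lower in Tg-38, with log2 fold changes of -1.12 (standard error 0.13, adjusted p = 0.013) and -1.01 (standard error 0.14, adjusted p = 0.023).

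**Figure D1:**
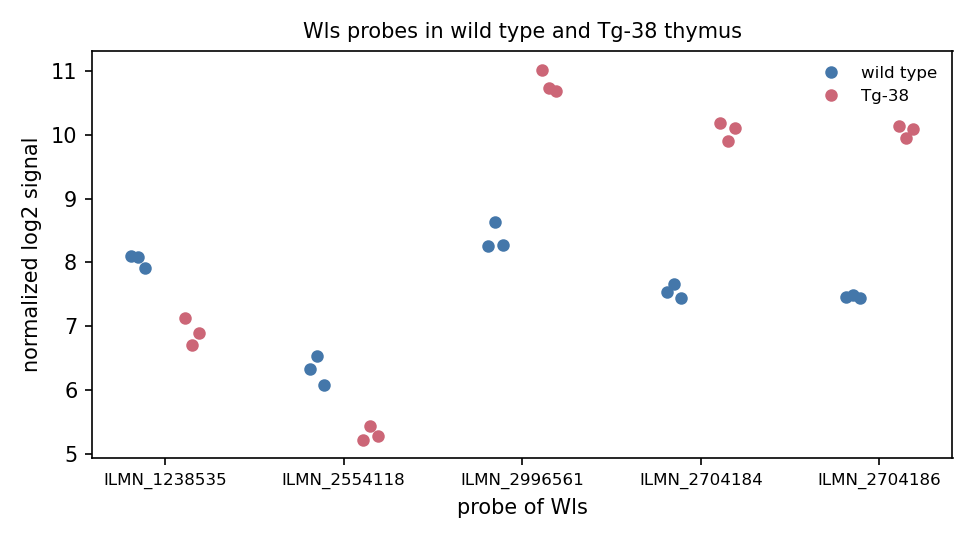
Normalized log2 signal (vertical axis) of the 5 probes of Wls (horizontal axis) in wild type and Tg-38 thymus, with 1 point per mouse. The 3 Tg-38 mice lie below the wild type mice on 2 probes and above them on 3 probes, where the largest log2 fold change is 2.59.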

KEGG Pathway Analysis was applied to the genes significantly modulated more than 1.2-fold. 

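Genes of the lysosome, chemokines and cytokines, genes of Toll-like receptor and cytosolic DNA sensing, and genes of antigen processing and presentation were found among the genes higher in Tg-38 thymus more often than chance gives. Among chemokines, Ccl4, which draws monocytes and NK cells, rose 2.38-fold (adjusted p = 0.018 from limma) and Xcl1, which draws dendritic cells, rose 2.08-fold (adjusted p = 0.045). Cgas, the sensor of cytosolic DNA, rose 2.13-fold (log2 fold change 1.09, standard error 0.10, adjusted p = 0.0045). Nlrc5, an activator of MHC class I genes, rose 1.74-fold (adjusted p = 0.044). Of the lysosomal enzymes, Ctsw, a cathepsin of cytotoxic lymphocytes, rose 2.09-fold, Arsb rose 1.72-fold, and Ctsh rose 1.56-fold.

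By Fisher's exact test (one-sided), 18 of the 59 measured genes of the lysosome were among the genes higher by more than 1.2-fold at an unadjusted p under 0.05, where 5.98 were expected (adjusted p = 2.4e-04). The numbers were 14 of 38 for chemokines and cytokines, 10 of 31 for Toll-like receptor and cytosolic DNA sensing (adjusted p = 0.0084), and 10 of 35 for antigen processing and presentation (adjusted p = 0.018). With the brightest probe of each gene, at an adjusted p under 0.05 over all probes, 3, 3, 2 and 1 genes of these lists were higher in the same order and none was lower. Adjusted over the list alone, 12, 10, 6 and 8 were higher, and 4 chemokine and cytokine genes were lower. A dimmer probe of Npc1, a gene of the lysosome list, passed as lower over all probes. It was not detected on any Tg-38 array, and its call ended in 9 of 12 alternatives. The camera test of limma with a preset correlation of 0.01 gave adjusted p = 4.8e-04, 0.0078, 0.0032 and 3.4e-04 for the lists, and 0.32, 0.32, 0.32 and 0.40 with an estimated correlation. With median scaling, the median log2 fold changes of the lysosome and Toll-like receptor lists lay below 0, but above the median of all probes kept. Markers of macrophages and dendritic cells were also higher, with a median log2 fold change of 0.37 over 19 genes (adjusted p = 1.0e-04 by camera, and 0.32 with an estimated correlation), of which Cd86 rose 2.19-fold (adjusted p = 0.013). Over both directions and all pathways, 6 tests by Fisher's exact test passed, against 3 without wild type replicate 1, 2 without wild type replicate 2, and 0 with a threshold of 1.5-fold. With median scaling, the lysosome (adjusted p = 0.64) and antigen presentation (adjusted p = 0.61) no longer passed among the higher genes. Over 17 alternatives at 1.2-fold, the chemokine list passed in 17, the lysosome in 16, antigen presentation in 14 and the Toll-like receptor list in 13. The camera test of chemokines and cytokines no longer passed without Tg-38 replicate 1 (adjusted p = 0.060).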

The top 20 over-represented canonical pathways are listed for both down- and up-regulated genes (Figure 6A–B). The most significant pathways affiliated with down-regulated genes included MAPK signaling, phosphatidylinositol signaling, calcium signaling, TCR signaling, and apoptotic pathways. 

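Genes of MAPK signaling were lower in Tg-38 thymus as a group (adjusted p = 5.5e-04 by camera, but 0.32 with an estimated correlation). Among them, Dusp6, Dusp4 and Dusp10 encode phosphatases that inactivate MAP kinases, Rasa2 and Nf1 encode proteins that inactivate Ras, and Gadd45a encodes an activator of p38 and JNK signaling. Dusp6 had a log2 fold change of -0.67 (standard error 0.14, adjusted p = 0.060 from limma), Rasa2 of -0.66 (standard error 0.14, adjusted p = 0.064), Dusp4 of -0.62 and Nf1 of -0.57, each on its brightest probe, with 3 mice per group (the probe of Dusp4 with the smallest p had -0.70, adjusted p = 0.051). With the brightest probe of each gene, none of the 48 measured MAPK genes passed the test over all probes, while a dimmer probe of Gadd45a did. In the list, 10 were lower and 0 higher at an unadjusted p under 0.05, and adjusted over the list alone 7 were lower. Their median log2 fold change was -0.11. Of them, 9 were among the genes lower by more than 1.2-fold at an unadjusted p under 0.05, where 3.12 were expected (adjusted p = 0.022, one-sided Fisher's exact test). This call ended with the stricter detection filter (adjusted p = 0.055), with detection on all 6 arrays (0.061), and without wild type replicate 1 (0.059) or 2 (0.24).

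In the apoptosis list, Bcl2l1, whose product Bcl-xL protects thymocytes from death, fell by 0.70 on the log2 scale (standard error 0.13, adjusted p = 0.048), and Bok, a member of the Bcl-2 family that promotes death, rose by 0.81 (standard error 0.15, adjusted p = 0.049). No other of the 45 measured apoptosis genes passed the test over all probes, and the list as a whole had a median log2 fold change of -0.06 (adjusted p = 0.25 by camera). Of 56 measured genes of T cell receptor signaling, 39 had a value below 0 and none passed the test, over all probes or adjusted over the list alone, while 5 were lower and 2 higher at an unadjusted p under 0.05. The median of this list was -0.08, with adjusted p = 0.011 by camera and 0.32 with an estimated correlation, and adjusted p = 0.077 without Tg-38 replicate 3. Cd4, which is also a marker of CD4+CD8+ (DP) thymocytes, had a log2 fold change of -0.46 (adjusted p = 0.12). Over the 14 measured markers of DP thymocytes the median was -0.17, with adjusted p = 0.0032 by camera and 0.32 with an estimated correlation. With the brightest probe of each gene, none of these markers passed over all probes or adjusted over the list alone. A value below 0 was found for 12 of them, and 5 were lower and 0 higher at an unadjusted p under 0.05.

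No gene passed among 50 of phosphatidylinositol signaling (8 lower and 5 higher at an unadjusted p under 0.05; median log2 fold change -0.05; adjusted p = 0.10 by camera) or among 55 of calcium signaling (8 lower and 6 higher; median -0.03; adjusted p = 0.35). Pip4k2a, a kinase of phosphatidylinositol phosphates, had a log2 fold change of -0.46 (adjusted p = 0.092), and Camk4, a kinase activated by calcium and calmodulin, had a log2 fold change of -0.38 (adjusted p = 0.11). With all probes of each gene in place of the brightest, camera gave adjusted p = 0.010 for the phosphatidylinositol list and 0.039 for the calcium list.

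**Figure D2:**
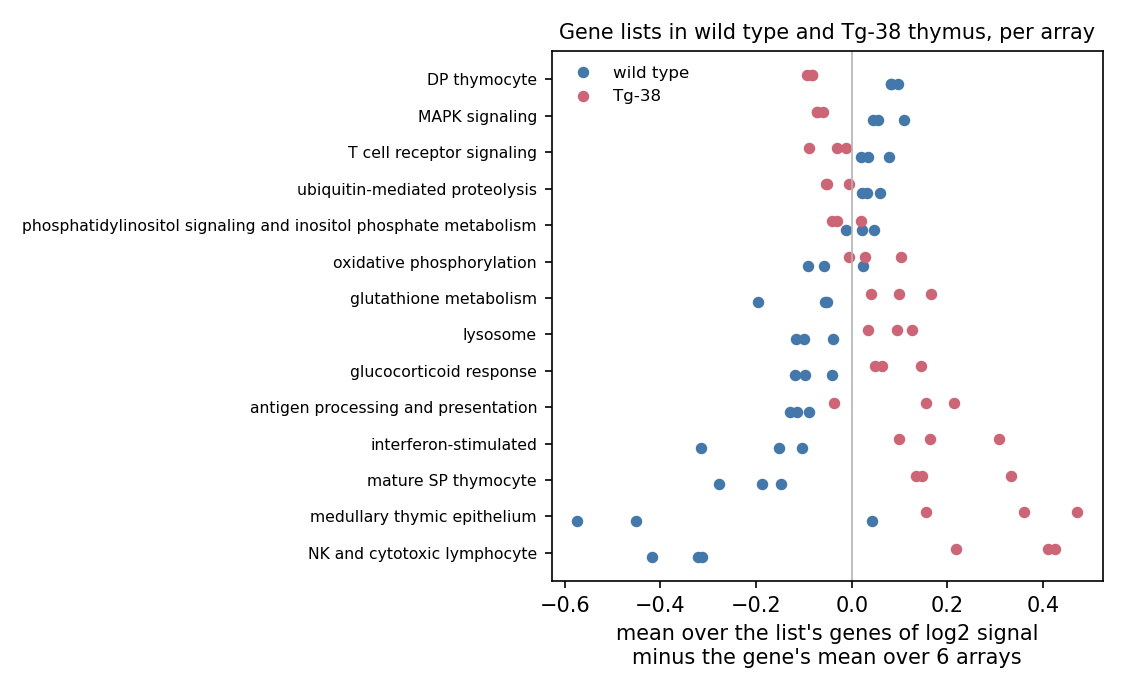
Mean over the genes of each of 14 lists of the log2 signal minus the gene's mean over the 6 arrays (horizontal axis), with 1 point per mouse in wild type and Tg-38 thymus. On the MAPK list the Tg-38 mice lie between -0.07 and -0.06 and the wild type mice between 0.04 and 0.11.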

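Among the genes of Jak-STAT signaling, 2 receptors for cytokines rose in Tg-38 thymus, and Bcl2l1, a survival gene that STAT factors induce, fell. Il7r, the receptor chain through which interleukin 7 sustains early and mature thymocytes, rose 1.95-fold (log2 fold change 0.97, standard error 0.13, adjusted p = 0.024 from limma), and Il6ra, the receptor for interleukin 6, rose by 1.00 on the log2 scale (standard error 0.16, adjusted p = 0.035). Ifngr1, a receptor for interferon gamma, had a log2 fold change of -0.54 (standard error 0.11, adjusted p = 0.062). Of 60 measured genes, 2 were higher and 1 was lower at an adjusted p under 0.05 (3 higher and 3 lower adjusted over the list alone). The median and the mean of the list were 0.01 and 0.03 on the log2 scale, while camera placed it lower than other genes (adjusted p = 0.89). By Fisher's exact test (one-sided), 10 of the 60 were among the genes higher by more than 1.2-fold at an unadjusted p under 0.05, where 6.08 were expected (adjusted p = 0.27), and 4 among the lower ones, where 3.90 were expected (adjusted p = 1).

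Genes of ubiquitin-mediated proteolysis were lower as a group by a small amount. Of 94 measured genes, 63 had a value below 0, with a median log2 fold change of -0.08 (adjusted p = 0.0084 by camera, and 0.32 with an estimated correlation). None passed the test over all probes or adjusted over the list alone, and 14 were lower and 2 higher at an unadjusted p under 0.05. The conjugating enzyme Ube2h had a log2 fold change of -0.45 (adjusted p = 0.12) and the ligase Wwp1 of -0.47 (adjusted p = 0.15). Over the same thresholds for fold and p, 11 of the list were lower against 6.10 expected (adjusted p = 0.15) and 1 was higher against 9.52 expected (adjusted p = 1).

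Lists of energy metabolism did not pass the test in either direction with the brightest probe of each gene and the preset correlation. Ldhb, a subunit of lactate dehydrogenase, had a log2 fold change of -0.63 (standard error 0.12, adjusted p = 0.051), and Cox7b, a subunit of cytochrome c oxidase, of 0.80 (standard error 0.18, adjusted p = 0.080). The median log2 fold change was -0.04 over 16 genes of glycolysis, 0.06 over 22 of the tricarboxylic acid cycle, 0.08 over 49 of oxidative phosphorylation, and -0.03 over 21 of fatty acid oxidation, with adjusted p = 0.66, 0.83, 0.12 and 0.50 by camera. Oxidative phosphorylation passed as higher in 5 of 19 alternatives, with adjusted p = 0.015 without a detection filter, 0.043 without background correction, 0.048 with an intensity trend, and 0.043 and 0.039 without wild type replicate 2 and Tg-38 replicate 1. With median scaling, the medians of the tricarboxylic acid cycle and of oxidative phosphorylation lay below 0, but above the median of all probes kept.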

Jak-STAT signaling, ubiquitin-mediated proteolysis, and metabolic pathways were significantly enriched both among the down- and up-regulated genes in miR-181d Tg thymus (Figure 6A–B). We also performed Gene Ontology Slim (GO Slim) analysis with the Web-based Gene Set Analysis Toolkit (WebGestalt) to obtain a broad summary of the dysregulated genes (miR-181d Tg vs wild type thymocytes) [43], [44]. GO Slim classification was provided with the number of genes for each biological process category (Figure 6C). Most of the up- and down-regulated genes in miR-181d Tg thymocytes were represented within the metabolic process category (Figure 6C). These data indicate the involvement of miR-181d-targeted genes in cell metabolism and stress responses, consistent with the phenotypes revealed in the Tg mice.

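Genes of glutathione metabolism, which protects cells from oxidation, were higher in Tg-38 thymus as a group (adjusted p = 0.0095 by camera, but 0.32 with an estimated correlation and 0.093 without wild type replicate 1), and genes of amino acid metabolism went in both directions. Gsto1, a glutathione transferase, had a log2 fold change of 0.59 (standard error 0.13, adjusted p = 0.076 from limma). Gcat, a mitochondrial enzyme of threonine breakdown, rose 1.65-fold (adjusted p = 0.050), and Slc7a11, the transporter that brings in cystine for glutathione synthesis, fell by 0.72 on the log2 scale (adjusted p = 0.044). Nt5e, which makes adenosine at the cell surface, had a log2 fold change of 0.63 (standard error 0.12, adjusted p = 0.055).

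Of 21 measured genes of glutathione metabolism, none passed the test over all probes, 1 was higher adjusted over the list alone, and 7 were higher and 1 lower at an unadjusted p under 0.05. Their median log2 fold change was 0.21. These 7 were also more than 1.2-fold higher, where 2.13 were expected (adjusted p = 0.022, one-sided Fisher's exact test), a call that was kept in 5 of 17 alternatives. Of 22 measured genes of amino acid and one-carbon metabolism, Gcat was higher and Slc7a11 lower at an adjusted p under 0.05, and adjusted over the list alone 3 were higher and 1 was lower. The median of that list was 0.09 (adjusted p = 0.30 by camera). None of 37 genes of nucleotide synthesis passed over all probes (7 higher and 1 lower at an unadjusted p under 0.05, median 0.08, adjusted p = 0.33 by camera). With median scaling, the medians of both these lists lay below 0, but above the median of all probes kept.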

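Genes induced by glucocorticoids, the hormones that rise in stress, were slightly higher in Tg-38 thymus as a group (adjusted p = 0.042 by camera, but 0.37 with an estimated correlation, and a median below 0 with median scaling), while genes of the heat shock and unfolded protein responses and of the p53 response were not shifted by a detectable amount. Klf9 and Sgk1, induced by glucocorticoids in many tissues, had log2 fold changes of 0.68 (standard error 0.16, adjusted p = 0.088 from limma) and 0.47 (standard error 0.11, adjusted p = 0.083). Nr3c1, the glucocorticoid receptor, had a log2 fold change of -0.06 (standard error 0.14, adjusted p = 0.87). Asns, asparagine synthetase, which is induced when amino acids are short, had a log2 fold change of 0.72 (standard error 0.17, adjusted p = 0.085).

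Of 19 measured genes of the glucocorticoid response, Il7r alone rose at an adjusted p under 0.05 over all probes, and adjusted over the list alone 5 were higher and none was lower. Il7r is also on the list of markers of mature SP thymocytes. The median log2 fold change of the 19 genes was 0.10. The call by camera also ended without wild type replicate 1, without Tg-38 replicate 2 (adjusted p = 0.17), with cyclic loess normalization (adjusted p = 0.054), with the authors' processed values (adjusted p = 0.063), and with median scaling (adjusted p = 0.12). Of 22 genes of the heat shock and unfolded protein responses none passed over all probes, with 2 higher and 2 lower at an unadjusted p under 0.05 (median log2 fold change 0.03, adjusted p = 0.62 by camera). Of 16 genes of the p53 response none passed with the brightest probe, with 2 higher and 3 lower at an unadjusted p under 0.05 (median -0.08, adjusted p = 0.25 by camera), and a dimmer probe of Gadd45a, which halts growth after DNA damage, fell by 0.74 on the log2 scale (adjusted p = 0.049). From the pathways enriched among the changed genes, and from the metabolic process category holding most of these genes in its GO Slim analysis (Figure 6), the paper concludes that genes targeted by miR-181d are involved in cell metabolism and stress responses, which it relates to the phenotypes of the Tg mice.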

**Figure 6:**
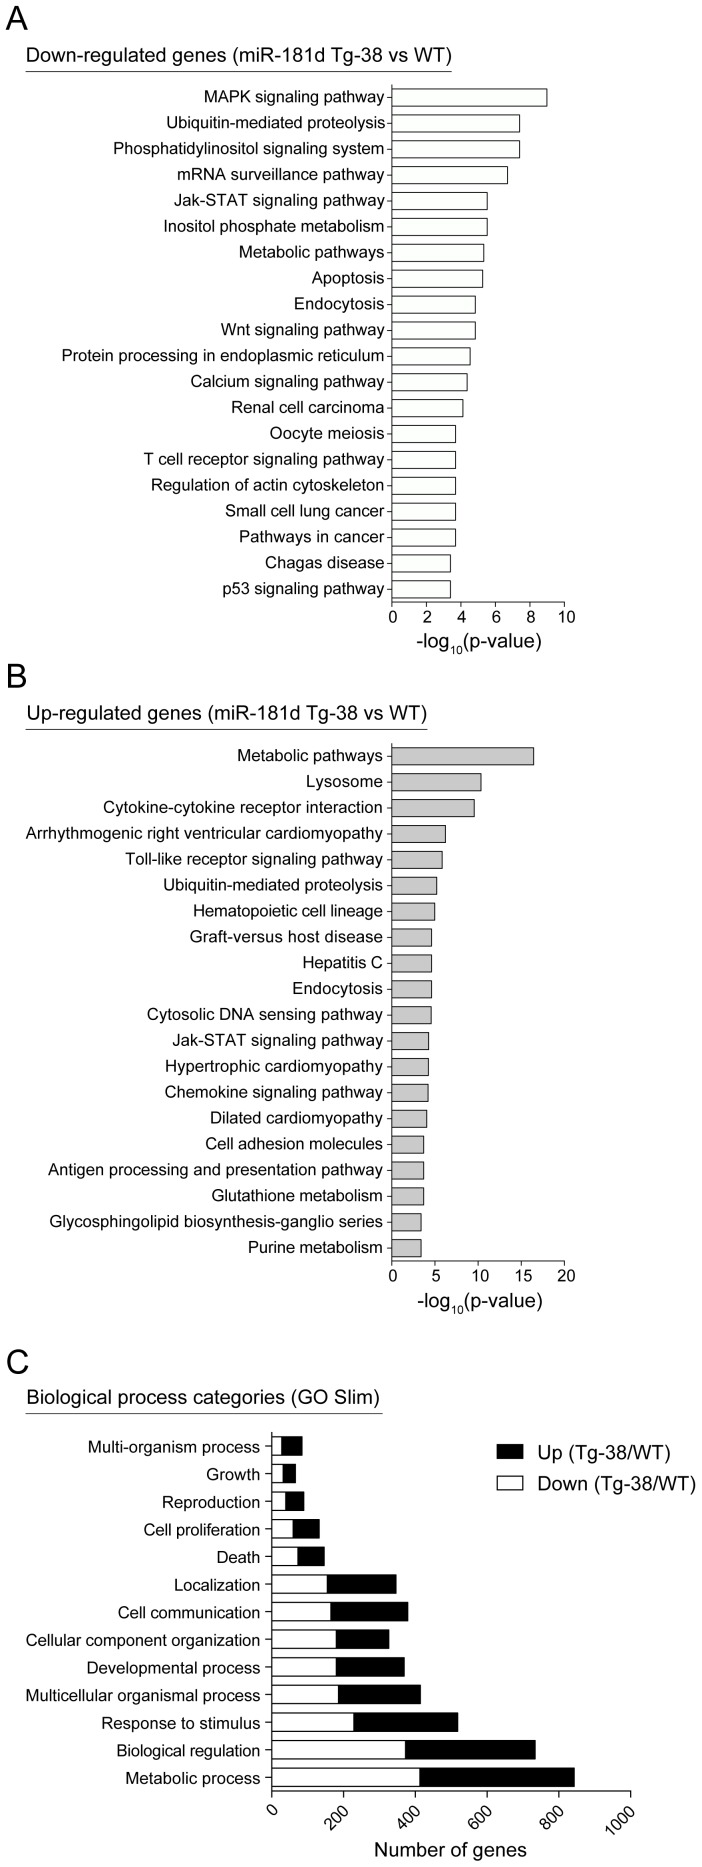
KEGG pathway and Gene ontology analyses of differentially regulated genes in miR-181d transgenic thymocytes. (A–B) Top 20 over-represented KEGG pathways are shown based on the statistical significance for down-regulated (A) and up-regulated genes (B) with more than 1.2-fold (*p*<0.05) in the miR-181d Tg-38 thymocytes compared to the wild type control. Pathway enrichment analysis was performed using the Web-based Gene Set Analysis Toolkit. (C) Biological process categories over-represented within the dysregulated genes are shown. White and black bars are of down- and up-regulated genes in the miR-181d Tg-38 thymocytes, respectively. Gene ontology Slim (GO Slim) analysis was performed using the Web-based Gene Set Analysis Toolkit.

We next performed Transcription Factor (TF) Target enrichment through the WebGestalt, to identify the genes sharing similar TF target motifs among the dysregulated genes in the wild type vs miR-181d Tg thymocytes (Table S3). 

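Foxo4 transcripts were not detected on any of the 6 arrays by the single probe listed under this gene, so its level was not tested, and Myc did not differ by a detectable amount between Tg-38 and wild type thymus. Foxo4 is a forkhead transcription factor that PI3K/Akt signaling keeps out of the nucleus, and Myc drives growth and ribosome synthesis. The log2 fold change of Myc was -0.07 (standard error 0.17, adjusted p = 0.87 from limma, 3 mice per group). Predicted binding sites were not analysed here, and lists of genes known to depend on FoxO factors or on Myc were tested.

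With the brightest probe of each of 23 measured genes that depend on FoxO factors, Il7r alone passed and rose at an adjusted p under 0.05 over all probes, and adjusted over the list alone 3 were higher and 3 lower. Cdkn1b, the cell cycle inhibitor p27, had a log2 fold change of -0.48 (standard error 0.13, adjusted p = 0.12). The median of the list was -0.11 (adjusted p = 0.078 by camera, and 0.049 without a detection filter, 0.046 with all probes of each gene and 0.039 without wild type replicate 3). Of 32 genes that depend on Myc, none passed over all probes or adjusted over the list alone, and 7 were higher and none lower at an unadjusted p under 0.05. Ppan, which takes part in ribosome assembly, had a log2 fold change of 0.36 (standard error 0.11, adjusted p = 0.15). The median of the Myc list was 0.08, or -0.08 with median scaling, with adjusted p = 0.043 by camera and 0.35 with an estimated correlation. This call ended in 9 of 19 alternatives, among them cyclic loess normalization (0.054), median scaling (0.25), the authors' processed values (0.061) and array weights (0.067), and leaving out wild type replicate 2 (0.28), Tg-38 replicate 1 (0.10) or Tg-38 replicate 2 (0.063).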

A significant number of these genes had predicted binding sites for Foxo4 and Myc, both of which are direct targets of the PI3K/Akt signaling pathways [45], [46], [47].

## Discussion

MiR-181d is one of the most down-regulated miRs detected in the thymus following stress [11]. We used both transgenic and gene targeting approaches in mouse models to determine the role of miR-181d in thymopoiesis under normal and stress conditions. While the transgenic over-expression of miR-181d resulted in a slight reduction in CD4^+^CD8^+^ (DP) thymocytes, without an impairment of TCR-driven positive selection, the depletion of DP thymocytes following LPS or Dex injections was significantly increased. Such experiments indicate that miR-181d potentiates programmed cell death. This would suggest that the down-modulation of miR-181d occurring following stress could protect DP thymocytes from apoptosis and/or enhance their recovery.

Most DP thymocytes undergo a process of death by neglect, partly through the systemic and intrathymic production of glucocorticoids. Stress elevates these glucocorticoid levels, enhancing the magnitude and kinetics of cell death. Within the first 6-12 hours, stress causes a global reduction in miRs by the degradation of Dicer and Dgcr8 [31]. By 48–72 hours, and once Dicer levels are restored, there is a differential regulation of miRs, some up- and others down-regulated. Interestingly, while miR-181d was down-modulated around 15-fold, the much more abundantly expressed miR-181a and miR-181b family members were only minimally affected [11]. This indicates that the processing of the miR-181c/d locus during stress is very distinct from the two miR-181a/b loci. In fact, the processing appears specific to miR-181d, as miR-181c is only marginally affected in spite of being expressed from the same cistron and separated by only 85 nucleotides.

Most studies to date have focused on miR-181a, the most abundant miR in DP thymocytes [35]. MiR-181a targets mRNAs encoding TCR signaling proteins, thereby controlling repertoire selection by modulating signaling thresholds [40], [48]. Interestingly, a gene expression analysis of mice lacking miR-181a/b revealed a distinct set of targets. These included Pten, a regulator of PI3K/Akt signaling [39]. In our study, the phosphatidylinositol signaling system and metabolic pathways were the most significant pathways enriched among the miR-181d down-regulated genes, consistent with the findings using miR-181a/b-deficient mice. Furthermore, many of the targeted genes had Foxo4 or Myc binding motifs, and these two transcription factors are regulated by PI3K/Akt. Such results strongly suggest that miR-181d targets genes responsible for cell metabolism and survival. 

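Genes of phosphatidylinositol signaling and of sterol and fatty acid synthesis were among the lower genes in Tg-38 thymus more often than expected, though not past the threshold after adjustment. Sqle and Hsd17b7, enzymes of cholesterol synthesis, had log2 fold changes of -0.41 (adjusted p = 0.19 from limma) and -0.37 (adjusted p = 0.15). Pip5k1b, a kinase that makes phosphatidylinositol bisphosphate, had a log2 fold change of -0.50 (standard error 0.13, adjusted p = 0.11). Dimmer probes of Pi4ka, a phosphatidylinositol kinase, and Itpr2, a receptor for inositol trisphosphate, had log2 fold changes of -0.44 (adjusted p = 0.082) and -0.53 (adjusted p = 0.11).

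Of the 9782 genes tested, 635 were lower by more than 1.2-fold at an unadjusted p under 0.05. These included 8 of 50 genes of phosphatidylinositol signaling and inositol phosphate metabolism, where 3.25 were expected (adjusted p = 0.068, one-sided Fisher's exact test), and 5 of 23 genes of sterol and fatty acid synthesis, where 1.49 were expected (adjusted p = 0.068). The median of the sterol list was -0.06 (adjusted p = 0.18 by camera, and 0.043 with all probes of each gene). Among the other metabolic lists, the lower genes included 1 of glycolysis, 1 of the tricarboxylic acid cycle, 0 of oxidative phosphorylation, 2 of fatty acid oxidation, 1 of nucleotide synthesis, 1 of amino acid and one-carbon metabolism and 1 of glutathione metabolism, each with adjusted p = 1.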

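Of the genes the paper names as miR-181 targets, Dusp6 had the largest decrease in Tg-38 thymus, and none of them passed the test over all probes. For the survival gene Bcl2, the probe with the smallest p had a log2 fold change of -0.29 (standard error 0.14, adjusted p = 0.35 from limma, 3 mice per group), and 2 of its 5 other tested probes went the opposite way. Dusp5, a phosphatase of MAP kinases, was at -0.14 (adjusted p = 0.61), the activation marker Cd69 at -0.16 (adjusted p = 0.61), the phosphatase Ptpn22 at -0.15 (adjusted p = 0.71), and the phosphatase Ptpn11 at 0.11 (adjusted p = 0.77), or -0.05 with median scaling. Of these 6 genes, Dusp6 alone was lower adjusted over the list alone. With the brightest probe of each gene, 5 of the 6 had a value below 0, with a median log2 fold change of -0.14 and adjusted p = 0.087 by camera. This p was 0.048 with an intensity trend in the variance model, 0.013 without wild type replicate 3, and 0.025 with all probes of each gene. These are RNA levels averaged over the whole thymus. By flow cytometry, the paper found less CD69 protein on CD4 and CD8 SP thymocytes of the Tg mice, and a normal level on DP thymocytes. It describes microRNAs as acting by mRNA degradation, by translational repression or by both, and protein was not measured here.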

Since stress and metabolic rates are intricately linked, the altered expression of miR-181d would modulate energy and nutrient demands within the cell. It is also plausible that stress can lead to a metabolic reprogramming in immature thymocytes by modulating miR-181 levels. This could explain massive loss of DP thymocytes during thymic atrophy via shutting down high-energy consumption processes, such as T cell repertoire selection.

MiR-181a regulates signaling down-stream of Notch1 [37], [38]. Notch1 is a critical regulator of T cell development [49]. In fact, Notch1 signaling increases the resistance of DP thymocytes to GC-induced cell death [50], [51], [52]. Elevations of miR-181d would be expected to attenuate Notch1 signaling, increasing the magnitude of DP cell death in response to stress. MiR-181 family members also target Bcl2, with its reduction increasing the GC-sensitivity of DP thymocytes [19], [36], [53]. Therefore, it is likely that the diverse miR-181d targets in TCR-, PI3K/Akt-, Notch1- and anti-apoptotic pathways combinatorially modulate the stress responses of thymocytes. Indeed, miR functions are not only dependent on cellular concentrations of miRs, but also dependent on the abundance of target mRNAs that can be substantially altered by stress conditions [26], [27]. Thus, miR-181d can have novel and/or additional gene targets in thymocytes upon stress, apart from their validated targets under steady states. This could also account for the increased stress sensitivity of DP thymocytes in miR-181d Tg lines. CD69 is previously reported as one of the overlapping targes of miR-181a and miR-181d [11], [53]. Transgenic expression of miR-181d did not alter the ratio of pre-selection (CD69^−^) and post-selection (CD69^+^) DP thymocytes, but appeared to diminish T cells leaving the thymus by reducing the levels of CD69 expression on SP thymocytes. It is also possible that miR-181d does not target CD69 on DP thymocytes. The additional miR-181d-mediated effects on the SP thymocytes could result from it targeting distinct mRNA species.

To specifically define the role of miR-181d in thymopoiesis, we developed a miR-181d gene-targeted mouse in which the miR-181d seed sequence and hairpin loop were changed. There was no effect of this knockout on either normal or stress-modulated thymopoiesis. This finding is consistent with recent reports that miR-181c/d knock-out mice have normal T cell development [38], [39]. This strongly argues for a functional redundancy/compensatory process among the miR-181 family members. Consistent with this, a complete targeting of all miR-181 family members causes an embryonic lethality [39]. Accordingly, T cell-specific elimination of miR-181 family members might be beneficial to recover from thymic atrophy. In addition to miR-181d, we identified 17 other stress-responsive miRs in the thymus. All have known targets that could influence stress responses, including the miR-17-92a family that targets pro-apoptotic genes [54], [55]. MiR-185 is another stress-responsive thymic miR that is haploinsufficient in 22q11.2 Deletion Syndrome patients and down-regulated following LPS or Dex exposure [11], [56]. Unlike miR-181d, the transgenic over-expression of miR-185 blocks thymopoiesis, leading to a peripheral T cell lymphohenia. Its effects on thymopoiesis are partly via the targeting of of Mzb1 (Marginal zone B and B1 cell-specific protein), NFATc3 (Nuclear factor of activated T-cells, cytoplasmic, calcineurin-dependent 3), and Camk4 (Calcium/Calmodulin-dependent protein kinase type IV) [57]. Such stress-induced down-regulation of miR-185 might be necessary for the survival of DP thymocytes, since its over-expression attenuates proper selection and further differentiation of these cells.

Together with previous reports, our study further supports the involvement of miRs in stress-induced thymic involution. In particular, elevated levels of miR-181d lead to increased loss of DP thymocytes upon stress. This may be advantageous by preventing toleragenic signalings in immature thymocytes to foreign antigens that are introduced with infectious agents. Overall, these findings suggest that miR-181d might be good therapeutic target for hematological malignancies exhibiting resistance to GC-induced apoptosis.

## Materials and Methods

### Ethics Statement

Mouse procedures were carried out in accordance with the Institutional Animal Care and Use Committee (IACUC) at the University of Texas Southwestern Medical Center. The IACUC committee specifically approved this study (IACUC #2010-0053). All animal use adheres to applicable requirements such as the Animal Welfare Act, the Guide for the Care and Use of Laboratory Animals, and the US Government Principals regarding the care and use of animals. The mice were housed in the specific pathogen free facility on the North campus of UT Southwestern Medical Center.

### Mice

The miR-181d transgenic lines were generated by the UT Southwestern Medical Center Transgenic Core facility. The VA-hCD2 transgenic cassette containing a pri-miR-181d genetic fragment of 394 bp was injected into fertilized eggs derived from C57BL/6 mice. This fragment was cloned from genomic DNA, isolated from C57BL/6 mice, using standard PCR reactions [11]. The transgenic construct was designed with the first 28 nucleotides of miR-181c lacking. This eliminates a significant segment of miR-181c, while leaving intact miR-181d. Transgenic founders were identified using DNA probes for the VA-hCD2 transgenic cassette using previously described assays [58]. The expression of miR-181d was subsequently confirmed by RT-PCR techniques and Northern blotting. The OTII transgenic line refers to the T cell receptor transgenic mice with specificity for a peptide derived from ovalbumin presented on major histocompatibility complex class II (MHC class) I-A^b^. OTII/miR-181d double transgenic mice were generated from crosses between the OTII Tg and miR-181d Tg-38 lines.

For the generation of the miR-181d knock-in construct, PCR reactions were performed to amplify a 3.56 kb genomic DNA fragment containing miR-181d followed by miR-181c (reverse orientation). Bam HI and Bgl II restriction sites were incorporated at the 5′ and 3′ ends, respectively. All genomic PCR reactions were undertaken with LA-Taq polymerase (Takara Inc., Thermo-Fisher Scientific), and the constructs were directly cloned into pCR2.1-TOPO-TA cloning vectors according to the manufacturers' instructions (Invitrogen). dsDNA sequencing reactions confirmed nucleotide sequence information. A 3.03 kb genomic piece that continued from miR-181c, included new Nhe I and Hind III restriction sites, was PCR amplified and also cloned into a pCR2.1 TOPO-TA cloning vector. This piece was subcloned into the targeting vector, pGKneoloxP2dta, that was linearized with Hind III (vector was a kind gift from Dr. Toru Miyazaki, University of Tokyo, Japan). Site-directed mutagenesis was used to modify miR-181d, with 11 nucleotide replacements to eliminate the seed region and the hairpin loop. A new Pst I restriction site was cloned into this region. The original miR-181d sequence was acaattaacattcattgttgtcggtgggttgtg and the new mutated sequence was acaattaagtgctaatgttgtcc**ctgcag**tgtg, with the underlined nucleotides changed and the bold region high-lighting the Pst I site. This region was subcloned into the left arm of pGK-neomycin using a Bgl II linearized vector. The pGK-neo-miR-181d knock-in construct was linearized with Not I, purified, and electroporated into C57BL/6-derived embryonic stem cells (LR2.6.1) by the UT Southwestern Medical Center Transgenic and Knock-out Core facility. ES cell clones were selected with G418 and gancyclovir, and correct insertion of the targeted allele was determined by Southern blotting following digestion of ES cell DNA with Xba I. Of the 600 clones screened, 4 ES cell lines that contained the correctly sized targeted allele were identified (6B12, 5C1, 2B7, and 2C9). The wild-type allele is 5.3 kb, while the targeted allele is 3.9 kb. Two of the ES cell lines, 5C1 and 2B7, were separately used for injections into C57BL/6 blastocyts. The resulting chimeric male mice were mated with C57BL/6 female mice. Following subsequent interbreeding between heterozygous mice, homozygous mice (miR-181d KI^neo^) were crossed with CAG-Cre transgenic lines (on a C57BL/6 background), eliminating the neomycin cassette and leaving a loxP site. MiR-181d KI progeny mice were further confirmed for the mutated miR-181d sequence by PCR reactions and subsequent DNA sequencing as well as Southern blotting. The primers used to identify the KI allele were miR181dKI4691 (5′-ccaacacctaaccctccag-3′) and PCRmir181dKI3′ (5′-gtgctaatgttgtccctgc-3′). The miR181d KI line is currently being deposited with the mouse mutant resource center ([C57BL/6-Mir181d tm1Oers/Mmucd, #036959-UCD]).

In order to compare folding structures of wild type miR-181d and miR-181d KI sequences, RNAfold Web Server (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi) was used to predict Minimum Free Energy (MFI) structures based on the parameters as described previously [59].

Lipopolysaccharide (LPS from E. coli 0111:B4, Sigma L4391) and dexamethasone (Dex, Sigma D2915) were prepared at 1 mg/ml in PBS and at 0.06 mg/ml in water, respectively. Mice 5-8 weeks of age were used in all experiments including intraperitoneal injections of PBS, LPS, and Dex.

### Cell isolation, culture, and flow cytometry

Single cell suspensions were freshly prepared from isolated lymphoid organs, followed by FACS staining as described previously [60]. Total cellularity was determined by counting live cells upon Trypan blue staining. Absolute cell numbers were calculated using total cellularity and percentages of subsets in the lymphoid organs. Unless otherwise indicated, all antibodies for immunostaining used in this study were purchased from BD Biosciences. DN thymocyte subsets were analyzed for CD25 and CD44 expression gated on CD4^−^ CD8^−^ TCRγδ^−^ NK1.1^−^ B220^−^ CD11b^−^ CD11c^−^ thymocytes. Intracellular TCRβstaining was undertaken using Cytoperm/Cytofix Kit (BD Biosciences). Quantification of apoptosis/cell death was assessed by staining with antibodies against Annexin V and 7AAD. Ten thousand to 1×10^6^ cells per sample were acquired on FACSCalibur and LSRII flow cytometers (Becton Dickinson). Data were analyzed using FlowJo software (Tree Star).

Wild-type pri-miR-181d sequence (∼394 bp, excluding the first 28 nucleotides of miR-181c) was cloned into pCDNA3.1 (Invitrogen). The mutated miR-181d (KI) sequence (∼394 bp, excluding the first 28 nucleotides of miR-181c) was amplified by PCR using genomic DNA isolated from a tail biopsy from the miR-181d KI mice. The PCR product was cloned into the pCR2.1-TOPO-TA cloning vector (Invitrogen), followed by subcloning into the pCDNA3.1 vector. Primers used to amplify the wild-type and mutated pri-miR-181d regions were provided as in Figure S1. Transfections were done in HEK293T cells (6-well plate) using the X-tremeGENE 9 DNA Transfection Kit (Roche Applied Science). Totat RNA isolation and subsequent Nothern blotting were performed at 48 hours post-transfection.

### RNA analysis

Total RNA (including microRNAs) was isolated with the miRNeasy kit (Qiagen). For northern blotting, 5-15 µg of total RNA was resolved on 15% urea/polyacrylamide gels and transferred to Zeta probe membranes. Following carbodiimide-mediated cross-linking [61], the membranes were hybridized with miR-181c and miR-181d probes labeled with [^32^P]-dATP using the Starfire kit (Integrated DNA Technologies, Coralville, IA). A U6 probe was used as the endogenous control. Bands were visualized with a phosphorimager (GE Healthcare). For the microRNA real-time PCR, total RNA was treated with DNase (Turbo-DNAse, Ambion). cDNA was made from 10 ng of total RNA using the TaqMan MicroRNA Reverse Transcription Kit (Applied Biosystems). Real-time PCR analysis was performed using TaqMan Gene Expression Master Mix, and miR-181d specific TaqMan probes on an ABI 7300 series PCR machine (Applied Biosystems) according to the manufacturers' recommendations. U6 probe was used as the endogenous control. All real-time quantitative PCR reactions were performed in triplicate. Relative expression of miRs was calculated by the comparative threshold method (ΔΔCT).

### MicroArray analysis

Whole thymus tissues from the wild type control (n = 3) and miR-181d Tg-38 (n = 3) mice were isolated followed by homogenization in Qiazol. RNA was isolated with the Qiagen miRNeasy kit. RNA quality and integrity was examined using Bioanalyzer Chip. cDNA synthesis and hybridization onto Illumina SingleColor MouseWG-6_V2_0_R0_11278593 platform were performed at the UTSW Genomics and Microarray Core Facility. Subsequent analysis of microarray raw data was performed as described previously, followed by associative *t*-test analysis to identify significantly (*p*<0.05) deregulated genes among the wild type and miR-181d Tg samples [56], [62]. Microarray data were submitted to GEO database under accession number GSE51778. KEGG pathway analysis, Gene Ontology Slim classification, and Transcription Factor Target analysis (based on the MsigDB) were performed through the WebGestalt (Web-based Gene Set Analysis Toolokit, http://bioinfor.vanderbilt.edu/webgestalt/). 

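At an unadjusted p under 0.05, changes between 1.2-fold and 1.5-fold made up most of the differences over 1.2-fold in Tg-38 thymus, while 193 of the 202 probes at an adjusted p under 0.05 differed by more than 1.5-fold. Ets2, a transcription factor of thymocytes, had a log2 fold change of -0.37 (adjusted p = 0.14), Nfatc3, a transcription factor activated by calcineurin, was 1.45-fold lower on the probe with its smallest p (log2 fold change -0.54, standard error 0.13, adjusted p = 0.088 from limma), and Il2ra, the interleukin 2 receptor alpha chain, was 1.49-fold higher (log2 fold change 0.57, standard error 0.14, adjusted p = 0.089). At an unadjusted p under 0.05 and more than 1.2-fold, 1507 probes (1146 genes) were higher, with a median of 1.35-fold, and 1487 probes (1069 genes) were lower, with a median of 1.32-fold. With the brightest probe of each gene, 991 of 9782 genes were higher and 635 were lower by these thresholds, and the enrichment tests used these genes and this background. The number of probes fell to 1942 (1005 higher and 937 lower) with the t-test named in the methods in place of the test of limma, and with median scaling 634 were higher and 3138 lower.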

711 down- and 879 up-regulated genes more than 1.2-fold (*p*<0.05) were used in the enrichment analyses with at least 6 genes for each category through the hyper-geometric test and Benjamini & Hochberg as multiple test adjustment.

### Statistical analyses

Mean values, standard error of the mean (SEM), and statistical analyses were calculated with GraphPad Prism Software. The statistical significance was designated with asterisks (*p<0.05, **p<0.01, ***p<0.001) and *p*-values more than 0.05 were considered non-significant (n.s.).

## Supporting Information

Figure S1 **Generation of the VA-hCD2-pri-miR-181d transgenic cassette.** Pri-miR-181c/d cluster is located on mouse chromosome 8. Lengths of miR-181c (blue) and miR-181d (red) sequences are 89 and 72 nucleotides, respectively. A 394 nt region containing whole pri-miR-181d and a 61nt portion of pri-miR-181c (lacking the seed sequence) was PCR amplified using the primers indicated with arrows and cloned into the VA-hCD2 transgenic cassette through EcoRI sites. Mature miR-181c (blue) and miR-181d (red) sequences are shown in uppercase, indicating that mature miR-181c sequence was excluded from the transgenic cassette.
(TIF)

Figure S2 **Characterization of lymphocytes in miR-181d transgenic mice.** (A) CD25 and CD44 markers were used to define DN subsets by gating on CD4^−^ CD8^−^ B220^−^ NK1.1^−^ TCRγδ^−^ CD11b^−^ and CD11c^−^ thymocytes. Absolute numbers of DN subsets are shown as the mean +/− SEM using at least 6 mice per group. (B) Histograms show intracellular TCRβ and surface CD5 expression in DN3 thymocytes from the WT (white), Tg-8 (blue), and Tg-38 (red) mice. Average percentages of intracellular TCRβ^+^ DN3 thymocytes are provided. (C) Histograms show CD5, CD69, and TCRβ expression on DP thymocytes. (D) Total cellularity in the spleen of the control and miR-181d Tg mice. (E) Representative FACS plots show CD4 by CD8 profiles in the spleen. (F–G) Average percentages (F) and absolute numbers (G) of CD4^+^ and CD8^+^ T cells in the spleen. (D–G) Data are from the WT (n = 16), Tg-8 (n = 16), and Tg-38 (n = 11) mice. (H) Average percentages of B220^+^ B cells in the lymph nodes (left) and spleen (right) using at least 10 mice per group. All bar graphs show the mean +/− SEM (n.s.  =  non-significant, *p<0.05, **p<0.01, ***p<0.001; One-way ANOVA followed by Tukey's post-hoc test).
(TIF)

Figure S3 **Stress-induced thymic atrophy in miR-181d transgenic mice.** (A) Total thymic cellularity in the control and miR-181d Tg mice at 72 hours upon LPS injection (100 µg/mouse). (B) Absolute cellularity of thymocyte subsets (DP, CD4 SP, and CD8 SP) after 72 hours post-LPS injection. (A–B) Data are of the mean +/− SEM from at least 4 independent experiments using at least 3 mice per treatment (n.s.  =  non-significant, *p<0.05, **p<0.01, ***p<0.001; One-way ANOVA followed by Tukey's post-hoc test). (C) FACS plots show CD4 by CD8 profiles in the thymus of the control and miR-181d Tg mice at 72 hours upon LPS injection at varying concentrations (10, 30, and 100 µg/mouse). Percents are provided in each quadrant.
(TIF)

Figure S4 **MiR-181d knock-in strategy.** Schematic represents the generation strategy of miR-181d KI mice.
(TIF)

Figure S5 **Predicted secondary structures of the wild-type miR-181d and miR-181d knock-in sequences.** RNAfold Web Server (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi) was used to obtain Minimum Free Energy (MFE) structures. Mature mir-181c and miR-181d sequences are highlighted in green and blue, respectively. Mutated bases in the miR-181d knockin sequence are highlighted in red.
(TIF)

Figure S6 **Characterization of miR-181d knock-in mice.** (A) Northern blot shows miR-181d and miR-181c expression in HEK293T cells transfected with pCDNA3.1 control, pCDNA3.1/miR-181d, or pCDNA3.1/miR-181d KI plasmids. A U6 probe was used as endogenous control. Data are representative of 2 independent experiments. (B) Absolute numbers of DN thymocyte subsets in the thymus of the control and miR-181d KI mice. Data are of the mean +/− SEM using at least 6 mice per group (n.s.  =  non-significant; Two-tailed unpaired Student's *t*-test). (C) Histograms show intracellular TCRβ (icTCRβ) and surface CD5 expression in DN3 thymocytes from the WT (white) and miR-181d KI (green) mice. Average percentages of icTCRβ^+^ DN3 thymocytes were provided. (D) Histograms show CD5, CD69, and TCRβ expression gated on DP thymocytes from the WT (white) and miR-181d KI (green) mice. (E) Relative MFI (Mean Fluorescence Intensity) levels of CD69 on SP thymocytes. (F) Ratio of the CD69^+^TCRβ^high^ to CD69^−^TCRβ^high^ thymocyte numbers gated on CD4 SP and CD8 SP thymocytes. (E–F) Data show the mean +/− SEM values from at least 3 mice per group (n.s.  =  non-significant; Two-tailed unpaired Student's *t*-test). (G–H) Average percentages and absolute cell numbers of CD4^+^ T and CD8^+^ T cells in the lymph nodes (G) and spleen (H) of the WT (n = >16) and miR-181d KI (n = >13) mice. (I) Average percentages of B220^+^ B cells in the lymph nodes and spleen using at least 13 mice per group. All bar graphs show the mean +/− SEM (n.s.  =  non-significant; Two-tailed unpaired Student's *t*-test).
(TIF)

Table S1 **List of down-regulated genes more than 1.5-fold in miR-181d Tg-38 thymus compared to the wild type control.**
(PDF)

Table S2 **List of up-regulated genes more than 1.5-fold in miR-181d Tg-38 thymus compared to the wild type control.**
(PDF)

Table S3 **Top 10 transcription factors with predicted target motifs among differentially regulated genes in the wild type control versus miR-181d Tg-38 thymocytes based on the significance level.**
(PDF)

# Supplementary material for: Transgenic Expression of MicroRNA-181d Augments the Stress-Sensitivity of CD4+CD8+ Thymocytes
**Source:** PLoS One. 2014 Jan 9;9(1):e85274. doi: 10.1371/journal.pone.0085274
**Supplement:** Table S2 — List of up-regulated genes more than 1.5-fold in miR-181d Tg-38 thymus compared to the wild type control.

Table S2. List of up-regulated genes more than 1.5-fold in miR-181d Tg-38 thymus compared to the wild type control.

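Table S2 names genes that were higher in Tg-38 thymus, from receptors of NK cells such as Klrd1 to chemokines such as Cxcl9. Each of its lines gives a gene, the average and spread of its signal in wild type and Tg-38 thymus, their ratio and a probe. Several genes stand there under older names, since 5031439A09Rik and Gpr177 are both Wls, V1rd6 is Vmn1r65 and 0610005K03Rik is Lypd2. For all 235 probes of the table used here, some of which share a gene, the averages and the ratio equal those of the authors' processed intensities on the linear scale, the ratio within 1e-06. The paper's ratios for the 2 Wls probes are 6.43 and 5.51. On the normalized log2 scale, Rab4a, a regulator of endosome recycling, was 2.81-fold higher (adjusted p = 0.034 from limma), LOC385615 was 2.97-fold higher (adjusted p = 0.0098), and Lypd2 was 2.05-fold higher (adjusted p = 0.049). Vmn1r65, a vomeronasal receptor, was not detected on any wild type array and was at least 1.69-fold higher.

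Of the 235 probes, 214 were detected on at least 3 arrays and so tested, all 214 had higher values in Tg-38 at an unadjusted p under 0.05, 192 of them by more than 1.5-fold, and 109 at an adjusted p under 0.05. The table was selected on these same arrays, so these counts are not independent evidence of its direction. In the paper's table, 73 of the 235 averages for Tg-38 are below 10 in the authors' processed intensities.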

Symbol	Avg WT	SD	Avg Tg-38	SD	Ratio (Tg-38/WT)	Accession	Probe_ID
5031439A09Rik	25	1	164	12	6.432227176	NM_026582	ILMN_2704186
Gpr177	51	9	280	37	5.509818961	NM_026582.3	ILMN_2996561
Tlr1	3	1	12	3	4.817682379	NM_030682.1	ILMN_1236908
Klrd1	25	4	119	24	4.798532756	NM_010654.1	ILMN_1255860
V1rd6	2	0	8	2	4.796771918	NM_030738.1	ILMN_2971043
Cxcl9	9	2	35	6	3.948071884	NM_008599	ILMN_1215862
Rab4a	4	1	15	5	3.942609957	NM_009003.1	ILMN_1212902
F2rl1	14	5	56	7	3.880890098	NM_007974	ILMN_2769567
0610005K03Rik	2	2	8	1	3.394022323	XM_128291.3	ILMN_1248788
LOC385615	9	2	31	5	3.393459347	XM_358790.1	ILMN_1218717
Serpina3h	2	1	6	1	3.304124077	NM_001034870.2	ILMN_2889832
Mmp13	3	1	10	1	3.27555415	NM_008607.1	ILMN_2737685
Cxcr6	2	1	7	2	3.174954095	NM_030712.1	ILMN_1221846
Gp2	3	2	10	1	3.171454828	NM_025989.1	ILMN_2904435
Rgs11	2	1	8	2	3.121714332	XM_128488.3	ILMN_2667199
Ttn	2	1	5	1	3.119298495	NM_028004.2	ILMN_3128792
Fezf2	2	1	7	2	3.101517105	NM_080433.1	ILMN_2932692
Crhbp	2	1	6	1	2.942907545	NM_198408.1	ILMN_1231710
Mucdhl	2	1	6	2	2.924644814	NM_028069.1	ILMN_2749556
Expi	8	1	23	5	2.880741008	NM_007969.2	ILMN_1239717
0610041G09Rik	9	4	26	4	2.877954098	NM_183274	ILMN_2693895
1700040A22Rik	4	2	10	2	2.856126544		ILMN_1246757
Folr4	2	0	5	0	2.842131615	NM_176807.2	ILMN_2659388
Slc6a4	2	1	5	2	2.839027231	AK078634	ILMN_2585676
Igh-1a	20	5	55	13	2.746464752	XM_354704.1	ILMN_2633179
Rptn	5	3	14	0	2.74475159	NM_009100.1	ILMN_2667665
4833405L16Rik	2	1	5	1	2.741663248	NM_177197.2	ILMN_1216803
E430019B13Rik	2	1	5	2	2.735684918	NM_172842.2	ILMN_2668455
Havcr2	2	1	6	1	2.735596975	NM_134250.1	ILMN_2721929
D430044G18Rik	5	2	15	3	2.73337498	NM_172628	ILMN_1240728
Ttc8	2	1	5	1	2.712319941	NM_198311.1	ILMN_3141738
Clcf1	2	0	4	1	2.709265385	NM_019952.1	ILMN_2926729
C030009J22Rik	2	1	6	1	2.64626957		ILMN_2463583
Slc1a2	2	1	4	1	2.63457163	NM_001077514.1	ILMN_3047516
Rgs17	2	1	4	1	2.633365047	NM_019958	ILMN_1219289
Inmt	5	3	14	3	2.613131742	NM_009349.1	ILMN_2803249
Klra18	2	1	5	1	2.611725353	NM_053153.1	ILMN_1252295
Flg	3	1	8	1	2.60791476		ILMN_2455468
Fabp9	3	2	7	0	2.552552811	NM_011598.2	ILMN_1221705
4933426K21Rik	2	0	5	0	2.539350539	AK016936	ILMN_1247736
Krt1-23	2	1	6	1	2.536934275	NM_033373.1	ILMN_2671165
Klra7	3	1	8	1	2.51071401	NM_014194.1	ILMN_1227867
Haao	5	0	13	1	2.476723804	XM_354652	ILMN_2607951
Rgs3	3	1	7	2	2.461584018	NM_019492	ILMN_1241709
E430002D04Rik	37	3	90	12	2.459417806	NM_172909.1	ILMN_2629663

BC023892	7	1	17	0	2.439409125	XM_135029	ILMN_2502471
Ccl4	25	7	62	4	2.436544006	NM_013652.1	ILMN_1223257
Rab25	2	0	6	1	2.422053687	NM_016899	ILMN_2776087
Ear6	3	0	6	1	2.419298966	NM_053111.2	ILMN_2871749
Ccl21a	25	10	61	20	2.417315718	NM_011335.1	ILMN_2602139
Dmkn	2	1	6	1	2.392062243	NM_172899.2	ILMN_1229763
Mab21l2	2	0	5	1	2.390821214	NM_011839.2	ILMN_2595346
Ifit3	54	10	128	14	2.379986566	NM_010501.1	ILMN_2944666
Syt1	5	3	13	1	2.378897599	NM_009306	ILMN_1224963
Actn2	51	3	120	11	2.377587506	NM_033268.3	ILMN_2764727
Doc2g	2	1	4	1	2.346727778	NM_021791.2	ILMN_2704429
Grasp	36	2	85	12	2.335730877	NM_019518.2	ILMN_2596396
Pcsk4	2	1	5	1	2.324277385	NM_008793.1	ILMN_2629776
Cyp2a5	9	4	21	4	2.314674473	NM_007812.1	ILMN_3159131
Eppk1	5	3	12	2	2.309183804	NM_144848.2	ILMN_1243900
1700048O20Rik	5	2	12	2	2.308789661		ILMN_2479690
B830021E24Rik	46	5	106	14	2.306393526	NM_198034	ILMN_1248211
Nkg7	69	5	158	40	2.305416588	NM_024253.3	ILMN_1217855
Padi1	4	2	9	1	2.300495751	NM_011059.1	ILMN_2637742
Grifin	8	1	18	3	2.289219398	XM_132470.1	ILMN_2676543
Klk7	2	1	4	0	2.272605376	NM_011872.2	ILMN_1251558
Ly6c	42	5	96	15	2.271728092	NM_010741	ILMN_1254927
Cyp2s1	5	2	10	2	2.251382995	NM_028775.2	ILMN_2758264
Mx1	2	1	4	1	2.251354578	NM_010846	ILMN_2707870
Spink3	15	10	34	3	2.249422959	NM_009258.2	ILMN_2708477
A930033C01Rik	2	1	4	1	2.245221134	XM_132396.4	ILMN_1244474
Adam19	24	2	53	12	2.236498585	NM_009616	ILMN_2772155
Knsl1	2	1	5	1	2.232809636	AK050778	ILMN_1251822
EG433016	2	1	5	1	2.225226993	NM_001082547.1	ILMN_2995688
Cd86	41	6	91	10	2.216275774	NM_019388.2	ILMN_2743244
Dnaja4	3	1	6	2	2.215278008	NM_021422.2	ILMN_2689986
Gjb2	4	1	8	1	2.210591251	NM_008125.2	ILMN_2999627
Art2b	2	1	4	1	2.200586669	NM_019915.1	ILMN_1215074
2210023G05Rik	3	0	6	0	2.196393892	NM_197999.1	ILMN_2895284
Mylk	2	0	4	1	2.191760791	NM_139300	ILMN_1219471
4930545K18Rik	2	1	4	1	2.189081097		ILMN_2455063
Xcl1	21	5	45	8	2.181765753	NM_008510.1	ILMN_2948552
Ccl21b	55	18	120	26	2.179000259	NM_011124.3	ILMN_1213286
Bok	4	1	9	1	2.178332381	NM_016778	ILMN_2772077
2410014A08Rik	4	0	8	1	2.177641125	NM_175403.2	ILMN_2997796
Golph2	13	2	28	4	2.173210289	NM_027307	ILMN_2623536
BC011468	7	3	16	3	2.170248639	NM_144847.1	ILMN_2594031
7420404O03Rik	73	2	157	6	2.158486708	AK078662	ILMN_1239863
Golph2	10	1	21	2	2.15411843	NM_001035122.2	ILMN_3148550
1200009I06Rik	3	1	6	1	2.153327417	NM_028807.1	ILMN_2740207
Temt	40	18	86	17	2.152063347	NM_009349	ILMN_1231445
Ccl19	2	1	5	1	2.15035937	NM_011888.2	ILMN_2836386
E130013N09Rik	19	6	42	7	2.15002803	XM_488964	ILMN_1238627
Gnmt	2	0	3	0	2.142335914	NM_010321.1	ILMN_2837816
Cd7	4	1	8	2	2.128808824	NM_009854.1	ILMN_1252079

D030029J20Rik	2	1	4	1	2.126232509		ILMN_1257291
Sct	6	1	12	3	2.12579819	NM_011328.1	ILMN_2592834
5830467P10Rik	4	1	9	1	2.125778449	NM_198029.1	ILMN_1234099
H1f0	12	2	26	4	2.12255221	NM_008197.2	ILMN_1259559
Tle6	41	6	86	10	2.115747559	NM_053254.2	ILMN_2900617
Ctsw	154	15	324	51	2.105533866	NM_009985.2	ILMN_2721399
E330039G21Rik	4	1	8	1	2.104968415	XM_203357.3	ILMN_2667190
Rhpn1	2	1	4	1	2.099025439	NM_008164	ILMN_2746985
B430007K19Rik	2	0	3	0	2.096879297		ILMN_2446700
2410012C07Rik	18	6	37	3	2.094565085	XM_133920.3	ILMN_2757844
Il6ra	23	4	49	9	2.093147322	AK020663	ILMN_1255743
Prkg2	2	0	4	1	2.092897138	NM_008926.2	ILMN_3160326
Herc3	2	1	4	1	2.089156429	NM_028705.2	ILMN_2635218
Pla1a	2	1	5	1	2.08636703	NM_134102.2	ILMN_2974343
Tbx21	2	1	5	1	2.078552126	NM_019507.1	ILMN_2762983
4930431B09Rik	7	0	15	1	2.077168288	XM_207778.3	ILMN_2684205
9830143E02Rik	2	1	5	0	2.076703068	AK036626	ILMN_1219232
1700024K14Rik	2	0	4	1	2.076478563	AK075758	ILMN_1241150
G430091H17Rik	7	3	14	1	2.076155672	AK090072	ILMN_1229197
Chi3l1	7	1	15	4	2.074484162	NM_007695.1	ILMN_2609813
Krt1-14	23	9	48	11	2.07398478	NM_016958.1	ILMN_2722616
Trim2	2	1	4	1	2.068727096	NM_030706.1	ILMN_2511355
Fjx1	2	1	5	1	2.06791993	NM_010218	ILMN_2689998
D11Ertd686e	2	1	3	1	2.062505338	XM_110968	ILMN_2630138
Idi1	2	0	4	1	2.062424961	NM_145360	ILMN_2590923
1600023A02Rik	13	5	27	4	2.058332178	NM_026323.1	ILMN_1236758
Abhd5	4	1	8	1	2.055273948	NM_026179.1	ILMN_2739295
Ly116	12	8	25	2	2.05391389	AK080934	ILMN_1241598
Oas2	27	5	56	8	2.05336191	NM_145227.1	ILMN_2670150
D630040I23Rik	17	1	36	4	2.051357773		ILMN_2495167
Chk	3	0	5	1	2.042214368	AK053818	ILMN_1255524
Gfi1b	3	2	5	1	2.040366436	NM_008114.2	ILMN_2895557
1700019H03Rik	11	2	22	5	2.034692714	NM_183161.3	ILMN_2999818
C330015L04Rik	3	1	6	1	2.030210844	AK049236	ILMN_1214565
Ank	8	2	16	1	2.027697108	NM_020332.2	ILMN_1232621
9530008L14Rik	2	0	3	0	2.023042463	NM_175417.2	ILMN_2962041
Oas1b	5	2	11	2	2.021816963	NM_011853.1	ILMN_2613140
Dip3b	21	6	43	4	2.021033715	NM_145220.1	ILMN_1219978
AW536289	38	5	77	11	2.015309278		ILMN_1251178
Asns	4	0	9	2	2.014004554	NM_012055.1	ILMN_2643513
Cyp27a1	3	1	7	1	2.008356198	NM_024264.3	ILMN_2620326
2310015J09Rik	2	0	3	1	2.005994378	NM_027983.1	ILMN_1235868
Pglyrp1	23	5	45	9	1.984884257	NM_009402.1	ILMN_2592486
Card10	15	1	29	2	1.971761961	NM_130859.2	ILMN_2606660
Il7r	95	10	186	24	1.964576355	NM_008372.3	ILMN_2680827
Gpr18	74	15	144	25	1.942620903	NM_182806.1	ILMN_1213809
Itgb7	100	2	192	34	1.918025402	NM_013566.1	ILMN_1227434
Cbr2	34	9	66	11	1.91472794	NM_007621.1	ILMN_2756665
Cd226	12	0	23	2	1.894863825	NM_178687	ILMN_1239753
LOC270152	23	2	44	4	1.874122179	XM_194453.3	ILMN_1231204

Ncf4	26	3	48	5	1.870122028	NM_008677.1	ILMN_2743013
Hdc	32	10	60	10	1.855994377	NM_008230.4	ILMN_2965903
Cd160	24	3	45	5	1.847454747	NM_018767.2	ILMN_2707181
2700038N03Rik	27	5	50	4	1.842023466	NM_027356.1	ILMN_2605703
Tcea2	24	2	43	5	1.832461972	NM_009326	ILMN_2777609
A730063M14Rik	13	3	23	1	1.821847678		ILMN_2509830
Zfp312	28	7	52	4	1.819875572	NM_080433	ILMN_2512430
BC038822	13	1	23	3	1.816744079	NM_172293.2	ILMN_1237625
Amica1	20	4	36	2	1.815258937	NM_001005421.2	ILMN_3160218
St5	50	15	90	5	1.809002784	NM_029811.1	ILMN_3154820
Slfn1	85	5	153	19	1.803248193	NM_011407.1	ILMN_2663930
1110007C02Rik	25	2	45	7	1.800530987	NM_027923.1	ILMN_1225374
A930034L06Rik	19	5	33	3	1.795768881	NM_175692.3	ILMN_2952098
B930041F14Rik	29	3	52	7	1.779650259	NM_178699	ILMN_1250201
Gpnmb	12	2	22	4	1.779291379	NM_053110.2	ILMN_2648669
Ppic	39	9	69	8	1.765547608	NM_008908.1	ILMN_2810882
Itgae	95	8	168	28	1.764554328	NM_008399.1	ILMN_1217629
Rab15	13	4	23	2	1.763331665	NM_134050.2	ILMN_1217009
Irf7	14	3	25	4	1.76277305	NM_016850.1	ILMN_1227573
Al451557	53	5	93	17	1.761203083	NM_001033207.1	ILMN_3161790
Samhd1	83	17	145	22	1.752833319	NM_018851.2	ILMN_1221736
Aire	19	7	33	2	1.748489735	NM_009646.1	ILMN_2707921
Siat10	83	11	145	10	1.744608268	NM_018784	ILMN_2695199
Tmie	46	5	80	5	1.735747291	NM_146260.1	ILMN_1218037
AA960558	114	7	198	30	1.733730818	NM_133942.1	ILMN_2708877
Ddr1	14	4	25	4	1.713013405	NM_007584.1	ILMN_2713898
Gcat	21	4	36	1	1.70566937	NM_013847	ILMN_2777696
Ly6a	168	14	286	38	1.704984734	NM_010738.2	ILMN_1255416
H19	49	5	84	14	1.701167992	NR_001592.1	ILMN_1256343
Stag3	18	2	31	7	1.696591775	NM_016964.1	ILMN_2993843
Scarf2	56	15	95	7	1.690798658	NM_153790.1	ILMN_2676127
Nfix	22	1	38	1	1.680093241	NM_010906.1	ILMN_2742599
BC013481	19	2	31	4	1.673543199	NM_178446.2	ILMN_2720836
Il4i1	67	13	112	18	1.666117215	NM_010215.1	ILMN_2733778
Bteb1	14	4	23	1	1.663875969	NM_010638.2	ILMN_1254031
Prss19	142	15	236	31	1.660596058	NM_008940.1	ILMN_2675232
Fcgrt	34	4	56	10	1.660006457	NM_010189	ILMN_1221819
mt-Nd5	33	9	55	9	1.658883068		ILMN_2504544
5830431A10Rik	27	5	45	5	1.65344084	XM_488664	ILMN_2729252
Lrrc59	15	1	25	3	1.652474177	NM_133807.1	ILMN_1241854
Spint1	48	13	79	2	1.649648343	NM_016907	ILMN_1237186
Ifi30	13	4	22	3	1.648352877	NM_023065.2	ILMN_2767918
Eng	13	1	22	2	1.647027783	NM_007932	ILMN_1229161
9930108O06Rik	16	6	26	1	1.642741583	AK037075	ILMN_2566321
2210411K11Rik	30	2	49	4	1.638815135	XM_355846	ILMN_2736690
H2-M2	106	29	173	17	1.636633664	NM_008204.2	ILMN_2964185
Serpina3g	45	7	74	11	1.63621241	XM_354694.1	ILMN_2725927
Gprc5b	12	2	20	1	1.634941421	NM_022420.1	ILMN_2611767
Tnfaip8l2	21	3	34	4	1.634274919	NM_027206.1	ILMN_1249688
BC035954	13	3	21	4	1.634047139	NM_177569.2	ILMN_2759853

Tcea2	20	2	33	2	1.633384527	NM_009326.1	ILMN_2884728
A630023P12Rik	42	4	69	6	1.631876509	NM_173766.2	ILMN_2644193
Al132321	28	2	45	1	1.622007697	NM_178911.2	ILMN_1234223
Slco2b1	32	8	51	6	1.617660299	NM_175316.2	ILMN_2619707
3010031K01Rik	22	6	36	3	1.616438332		ILMN_2522460
Gpr155	16	2	26	5	1.613616935	XM_130346	ILMN_1249003
A930005H10Rik	65	1	104	4	1.607752499		ILMN_1250135
Nt5e	19	3	30	1	1.60301515	NM_011851.2	ILMN_2813830
1700021K02Rik	118	20	189	25	1.597385856	NM_023064	ILMN_2651010
Ctsh	41	2	65	8	1.5960191	NM_007801.1	ILMN_2872058
Rnf135	28	2	45	6	1.591314094	NM_028019.1	ILMN_2820379
Hvcn1	35	5	56	5	1.59009142	NM_001042489.1	ILMN_3124528
2810001G20Rik	61	8	95	6	1.577072845		ILMN_2431398
Sv2a	17	1	28	1	1.577015527	NM_022030.2	ILMN_2702887
Sema4a	149	7	235	47	1.574300007	NM_013658.2	ILMN_1215120
Alg8	45	2	71	1	1.568661563	NM_199035	ILMN_1237963
Ng23	41	3	65	14	1.565869848	XM_358322.1	ILMN_1239632
2610318I01Rik	32	5	50	5	1.56136272	NM_153118.1	ILMN_2746132
Ifitm1	58	4	90	18	1.558511447	NM_026820.2	ILMN_1217180
0610039P13Rik	65	4	101	10	1.556751968	NM_028752	ILMN_1243451
Il2ra	17	3	26	2	1.555544239	NM_008367	ILMN_1233474
Lyzs	145	23	225	8	1.55468843	NM_017372	ILMN_1252076
Enc1	21	2	32	4	1.54864366	NM_007930.3	ILMN_1237886
Anxa3	31	3	49	9	1.548609786	NM_013470.1	ILMN_3135781
D14Ertd668e	57	6	88	6	1.546927245	NM_199015.1	ILMN_2827780
Slc16a6	23	6	36	4	1.543959439	NM_134038	ILMN_1258950
Sas	56	4	87	6	1.543571821	NM_025982	ILMN_2757599
Faah	37	1	56	7	1.541168662	NM_010173.2	ILMN_2766930
Cdkn1c	68	7	105	15	1.540457368	NM_009876.2	ILMN_2708203
Lta	14	3	21	1	1.539832493	NM_010735.1	ILMN_2780247
Card4	33	5	50	6	1.535871379	NM_172729.1	ILMN_1247710
4931431C02Rik	23	3	36	4	1.535815193	XM_486200	ILMN_2760963
Mettl1	21	1	32	2	1.535538579	NM_010792.1	ILMN_3001946
Ccr8	16	3	24	4	1.535268098	NM_007720.1	ILMN_2724465
Bcat1	20	5	30	2	1.531477565	NM_007532.2	ILMN_3131478
Hap1	14	2	21	1	1.524232408	NM_177981.1	ILMN_1244829
Agrn	80	20	122	16	1.521618126	NM_021604	ILMN_2674367
Glipr2	82	10	124	11	1.508969642	NM_027450	ILMN_2773900
Sorl1	25	5	37	5	1.504070601	NM_011436	ILMN_1249578
Itgb4	29	5	44	0	1.500752978	NM_133663.2	ILMN_3144575

How the deposited data were processed for this re-analysis (not part of the article)

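Expression was measured in whole thymus of 3 wild type and 3 miR-181d Tg-38 mice, with 1 Illumina MouseWG-6 v2 array per mouse, and these were the only 2 groups compared. The authors read the arrays out with GenomeStudio, whose version the labels do not give. The deposited scanner table holds, per probe and array, the average bead signal as a linear intensity, without normalization between arrays and with the lowest values near 100, and a detection p-value against the negative controls of the array. A second deposited table holds the authors' processed intensities, linear and with the background removed and the arrays rescaled by a method the sources used here do not name. It was used as an alternative only. The paper's text describes the analysis of the microarray as described in earlier work, followed by a t-test at p under 0.05.

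The scanner values were background-corrected with the detection p-values and quantile-normalized on the log2 scale with neqc (offset 16) in limma 3.58.1 under R 4.3.3, with statmod 1.5.0. Probes with a detection p under 0.05 on at least 3 arrays were kept (18352 of 45281). Tg-38 was compared with wild type by lmFit and eBayes in limma with no block, as a two-sided test, with Benjamini-Hochberg adjustment over the probes kept and a threshold of 0.05. The paper's thresholds of 1.5-fold and 1.2-fold at an unadjusted p under 0.05 were applied to the same fit. A probe not detected on any array of a group gets only a lower bound for its fold, taken against the detection level. The residual degrees of freedom were 4 and the prior degrees of freedom 4.93. With 3 mice per group the number of mice limits the precision. Gene symbols come from the platform's annotation of each probe, and where it lists none, from Table S2. Of 45281 probes, 34885 are listed under 1 gene, 18 under several and 10378 under none.

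A set of 42 gene lists was written before the data were examined, from textbook knowledge: markers of 13 cell types or neighbouring tissues, pathways, metabolic processes, stress and transcription factor responses, and genes the paper names. Table S2 and Figure 6 had been read by then, so the lists are not blind to the paper's values. KEGG's own lists were not used here. The lists hold 1299 different genes, of which 110 have no probe listed under them, and 1 list, of parathyroid, muscle and lymph node genes, had 1 measured gene and was not tested. Each list was tested over the brightest tested probe of each gene with the camera test of limma (two-sided, preset correlation 0.01), adjusted over 41 lists, and by counts over all probes and adjusted over the list alone. By camera 19 lists passed, 14 higher and 5 lower. With an estimated correlation none passed, and the lowest adjusted p was 0.32. Members not detected in one group were also set to their bound, which moved no list's median by more than 0.0106 on the log2 scale. Over-representation of pathway and metabolic lists was tested by one-sided Fisher's exact tests over the 9782 genes tested, adjusted over lists and directions.

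The genes named were chosen by a rule fixed together with the lists. It takes the 12 higher and 12 lower genes with the largest fold among those passing the threshold, detected on at least 2 arrays of each group and with the groups apart, up to 5 genes per direction not detected in one group, every gene the paper names, the first 10 lines of Table S2, and up to 4 genes with the smallest p per list in its direction. A gene's probe with the smallest p is used there, and the brightest one where the text says so. Rasa2, Nf1, Bok, Il6ra, Slc7a11, Ikzf2, Srsf11, Lrrc40, Trp63, Cdh1 and Cldn4 were named after their values were seen.

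Alternatives covered the background correction, the normalization between arrays, the detection filter, the authors' processed values, an intensity trend, array weights, the replicate number as a block, the t-test of the methods, the scale of the fold, the thresholds of the enrichment, the probe and correlation used for lists, and leaving out each array in turn. On simulated data of the same size with 23534 probes detected, this procedure called 44 of 50 probes changed 4-fold, 14 of 50 changed 2-fold, 0 of 50 changed 1.5-fold, 0 of 50 changed 1.2-fold, and 3 of 23334 unchanged probes. The simulation changed 200 probes, drawn from the brighter ones, while 3126 probes had an unadjusted p under 0.05 in the real data. The adjusted threshold depends on this number, so these shares do not tell how many real changes were missed. The figures were drawn with matplotlib 3.10.9. Tests of predicted miR-181, Foxo4 and Myc sites need the mouse genome sequence and were not run. The paper's other experiments, in flow cytometry, PCR and treated mice, are not analysed here.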

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

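The tests of the Wls probes and of the cell type markers in this part were chosen after the results were seen.

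The lower probes of Wls stand out because the paper does not discuss this gene, while 3 of its 5 probes were higher and 2 were lower, with log2 fold changes of -1.12 and -1.01. Normalization between arrays as the cause is argued against by the 5 probes keeping their directions under 6 scalings, each at least 5 standard errors from 0, although with the authors' processed values the lower probes no longer passed (adjusted p = 0.053 and 0.062), nor did one or both of them without single arrays (adjusted p up to 0.081 and 0.11). A gain or loss of the whole chromosome segment alone would move all probes one way, while the lower probe closest to 0 was at -1.01 (standard error 0.14). Wls was picked for probes called in both directions, so this comparison could have no other outcome. It does not exclude a segment change together with another cause at some probes. An insertion of the transgene in or near Wls, a change in its transcript ends and a strain variant under some probes stay open as hypotheses, and none was tested. Of the 5 nearest genes on one side 2 were tested, Srsf11 (log2 fold change -0.44, adjusted p = 0.23) and Lrrc40 (0.14, adjusted p = 0.57), and the effect of miR-181d itself on Wls was not tested.

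Markers of several cell types that the paper does not discuss in these arrays differed as groups by camera, and each call ended with an estimated correlation. These lists were picked for passing camera with every Tg-38 mouse on one side of every wild type mouse in the list's mean. That separation is therefore not a further result. Markers of NK cells and cytotoxic lymphocytes had a median log2 fold change of 0.69 over 12 measured genes (adjusted p = 5.3e-07, and 0.32 with an estimated correlation), with 6 higher at an adjusted p under 0.05 over all probes and 8 adjusted over the list alone. Besides Klrd1 and Ctsw they included Nkg7, a protein of cytotoxic granules (2.23-fold, adjusted p = 0.029), and Cd160, an NK cell receptor (1.78-fold, adjusted p = 0.037). Markers of mature single-positive (SP) thymocytes had a median of 0.35 over 16 genes (adjusted p = 0.0021, and 0.32 with an estimated correlation), with 4 higher and 6 adjusted over the list alone, among them Sidt1 (2.27-fold, adjusted p = 0.0098), Ly6c1 (2.21-fold) and Itgb7, an integrin chain (log2 fold change 0.93, adjusted p = 0.029).

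Markers of medullary thymic epithelium had a median of 0.59 over 12 genes (adjusted p = 5.3e-07, and 0.32 with an estimated correlation), with none passing over all probes with the brightest probe, 10 higher at an unadjusted p under 0.05 and 10 adjusted over the list alone. They include Ccl21a, the chemokine that draws thymocytes to the medulla (log2 fold change 1.13, adjusted p = 0.066), Krt14 (1.02, adjusted p = 0.092) and Aire, which drives expression of tissue antigens (0.79, adjusted p = 0.11). A dimmer probe of Fezf2 passed over all probes at 0.92, a call that ended in 10 of 16 alternatives. Markers of macrophages and dendritic cells had a median of 0.37 over 19 genes (adjusted p = 1.0e-04, and 0.32 with an estimated correlation), with 1 higher and 6 adjusted over the list alone, and Lyz2 at 0.65 (adjusted p = 0.057). Regulatory T cell markers had a median of 0.28 over 10 genes (adjusted p = 0.043, and 0.32 with an estimated correlation), with 3 higher and 1 lower adjusted over the list alone, while Ikzf2, which encodes Helios, fell by 0.62 (adjusted p = 0.049). This call ended in 9 of 19 alternatives, among them those without wild type replicate 2 or 3 or without Tg-38 replicate 1 or 3 (adjusted p = 0.082, 0.061, 0.10 and 0.054). Erythroid and blood markers had a median of -1.57 over 3 genes (adjusted p = 0.010, and 0.32 with an estimated correlation, or 0.069 without wild type replicate 2), with none passing over all probes, 2 lower adjusted over the list alone, Hba-a1 at -1.57 (adjusted p = 0.088) and Alas2 at -1.92 (adjusted p = 0.10).

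Interferon-stimulated genes, which the paper does not name as a group, had a median of 0.30 over 34 measured genes, of which 31 were above 0 (adjusted p = 3.6e-08 by camera, and 0.32 with an estimated correlation). Over all probes 3 were higher, and 11 adjusted over the list alone. They include Ifit3, a blocker of viral RNA (2.35-fold, adjusted p = 0.013), and Oas2, which senses double-stranded RNA (1.99-fold, adjusted p = 0.032).

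Higher markers of other cell types beside lower DP markers may come from a lower share of DP thymocytes in Tg-38 thymus, which the paper measured by flow cytometry, together with higher percentages of SP and CD4-CD8- cells. It also states that the proportion and number of gamma-delta T cells and of NK1.1+ cells were similar. A lower DP share alone would be expected to raise all other types alike. The 114 markers of 11 other lists did not move alike (permutation p = 0.00013, and 9e-04 without the erythroid list, over 1e+05 draws). This does not decide it, since the draws shuffled genes, which are not independent of each other, and not mice. Genes of Table S2, selected on the same arrays for being higher, were also kept in. A lower DP share and lymph node tissue taken with the thymus both stay open. B lymphocyte markers (median 0.26, mean 0.03 and lower quartile -0.26 over 6 genes, with mice of the groups overlapping, and the abundant Mzb1 at 9.59 in wild type and 9.93 in Tg-38 on the log2 scale) did not lie below those of mature and cytotoxic lymphocytes by a detectable amount (median 0.52 over 28 genes, one-sided permutation p = 0.14). Igh-1a, an immunoglobulin heavy chain gene outside this list, was among the 12 higher genes with the largest fold by the rule for naming genes. The comparison of B lymphocyte markers did not include it. Lymph nodes lack medullary epithelium, and over the mice the mean of its 12 markers was higher by 0.657 (standard error 0.21), but 5 of these are in Table S2, which was selected on the same arrays. Over the other 7 the difference was 0.509 (standard error 0.215, lower end of the 95% interval -0.088), and over Trp63, Cdh1 and Cldn4, the epithelial ones of these, 0.623 (standard error 0.23, lower end -0.0142), so this does not decide it. A change in the types that rose, and the genotype acting on these genes within cells, stay open and were not tested. Table S2 had been read when the lists were written. Of the list genes that have a probe on the array, it holds 7 of 23 NK and cytotoxic, 5 of 20 mature SP and 5 of 16 medullary epithelium genes. It also holds 2 of 23 macrophage and dendritic cell, 3 of 11 regulatory T cell, 7 of 41 interferon-stimulated and 0 of 7 erythroid genes.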

How the results depend on the processing

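The 2 settings that combine the authors' linear values and the t-test with another detection filter were chosen after the values were seen. The 202 probes passing the adjusted threshold kept their direction under every alternative in which they were tested, but their number did not stay within 1.5 times: it was 459 with normexp background correction (278 higher, 181 lower), 397 without background correction (240 and 157), 48 without a detection filter, 45 with the authors' processed values, 481 with an intensity trend, 27 with the replicate number as a block (24 and 3), 1 with the t-test of the methods (2692 at an unadjusted p under 0.05), and 15 to 315 when 1 array was left out. No source used here names the replicate numbers as pairs. The deviations of arrays of the same number from their group means correlated at 0.03, -0.12 and -0.10, which with 3 mice per group does not exclude a pairing. The probes changed more than 1.5-fold (535) were 160 with normexp, 98 without background correction, 993 with the authors' values, 1654 with their linear values, the t-test and no filter, and 495 to 802 with 1 array left out. Those over 1.2-fold (2994) were 1330 without background correction, 1942 with the t-test, 1711 with the linear values, the t-test and detection on all 6 arrays, and 2266 to 3403 with 1 array left out. Median scaling left 209 higher and 507 lower at 1.5-fold. The number of lists that passed (19) was 0 with an estimated correlation and 16 to 19 with 1 array left out. The 6 over-representation tests were 10 without a filter, 0 at 1.5-fold, 0 at adjusted p under 0.05, and 2 to 6 with 1 array left out. With median scaling, 2 of the 6 were higher and 4 lower. Of the genes named by rule, 54 passed, against 15 without a filter, 16 with the authors' values, 16 with the replicate block, and 8 to 43 with 1 array left out. The causes of these differences were not tested, beyond the fewer arrays when one was left out.

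For each list that passed, the estimated correlation gave the highest adjusted p of its alternatives, at 0.3215 for MAPK signaling, T cell receptor signaling and ubiquitin-mediated proteolysis. T cell receptor signaling was at 0.0084 to 0.077 with 1 array left out, MAPK signaling at 5.2e-04 to 0.0059, ubiquitin-mediated proteolysis at 0.0039 to 0.020, phosphatidylinositol signaling at 0.054 to 0.27, calcium signaling at 0.33 to 0.50, apoptosis at 0.17 to 0.38 and Jak-STAT signaling at 0.70 to 0.96. With all probes of each gene, phosphatidylinositol signaling was at 0.010 and calcium signaling at 0.039. Of 777 values of lists, 698 kept direction and side of the threshold, 49 lost the call, 15 gained one and 15 turned direction, none of them past the threshold. Those were gamma-delta and NK T cell markers (adjusted p = 0.84 with the stricter detection filter, 0.86 with detection on all 6 arrays, 0.24 with all probes, 0.83 without wild type replicate 3, and 0.53 to 0.91 with 1 array left out), B lymphocyte markers (0.86 with all probes), stroma (0.75 without wild type replicate 1, the highest with 1 array left out, and 0.13 the lowest), Jak-STAT signaling (0.87 with median scaling, 0.96 with the stricter filter, 0.98 with detection on all 6 arrays, 0.72 with all probes, 0.75 without wild type replicate 1, 0.81 without Tg-38 replicate 2), cell cycle (0.57 without wild type replicate 3, and 0.0053 at the lowest without wild type replicate 2) and the tricarboxylic acid cycle (0.66 with median scaling, 0.87 without wild type replicate 2, and 0.52 to 0.95 with 1 array left out). Of 2223 values of 134 gene probes tested, 1722 kept direction and call, 338 lost the call, 157 gained one and 6 turned direction without passing: Ptpn11 with median scaling (log2 fold change -0.045) and without Tg-38 replicate 2 (-0.0047, against up to 0.29 with another array left out), Ptpn22 without wild type replicate 1 (0.018, against down to -0.27), Myc without wild type replicate 3 (0.071, against down to -0.22) or Tg-38 replicate 3 (0.054), and Nr3c1 without wild type replicate 1 (0.086, against down to -0.16). Their causes were not tested.

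The 10 ways of splitting the 6 arrays into 3 and 3 are too few for a share under 0.05. For each count 1 split, the real one, reached the real value: 202 probes against 1 in the highest other split, 535 against 255, 2994 against 1562, 19 lists against 14, and 6 over-representation tests against 1. The highest others mostly came from the split that sets wild type replicate 2 with Tg-38 replicates 1 and 3. The slide as a block (no slides named), and the seed and motif tests with their alternatives (no genome sequence), were not run.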

Differences from the paper's values

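The settings that combine the authors' linear values and the t-test with another detection filter were chosen after the values were seen. Counted as probes, the numbers of changed items differ from the paper's in 3 of 4 cases, at the paper's thresholds for fold and unadjusted p, and its text does not name the normalization or the filter on dim probes. The paper calls the items it counts genes, while Table S2 lists probes and repeats some genes. Counted as genes with a name, 272 were higher and 131 lower at 1.5-fold here, and 1146 higher and 1069 lower at 1.2-fold, of which the first 3 lie within 1.5 times the paper's 237, 111 and 879, and the last is just over 1.5 times its 711. With the brightest probe of each gene, 991 were higher and 635 lower at 1.2-fold, both within 1.5 times.

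For decreases of more than 1.5-fold, the paper's number is 111 and 187 probes were found here. Of the 19 alternatives set before the data were examined, the number was within 1.5 times the paper's with the stricter detection filter (164), with detection on all 6 arrays (142) and with the t-test of the methods (142), and not with the other 16. For increases of more than 1.5-fold, the paper's 237 and the 348 here lie within 1.5 times each other, as in 10 of the 19 alternatives. The other 9 did not: normexp (119), no background correction (73), cyclic loess normalization (357), the authors' processed values (615), an intensity trend (361), array weights (404), leaving out wild type replicate 2 (536) or Tg-38 replicate 2 (440), and the linear fold of the authors' values with the t-test (433).

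For decreases of more than 1.2-fold, the paper's number is 711 and 1487 probes were found here. Within 1.5 times were normexp background correction (1000), no background correction (619), leaving out wild type replicate 1 (1053), the t-test of the methods (937) and the linear fold of the authors' values with that t-test (928), and the other 14 were not. For increases of more than 1.2-fold, the paper's number is 879 and 1507 probes were found here. Within 1.5 times were normexp (1099), no background correction (711), median scaling (634), detection on all 6 arrays (1298), leaving out wild type replicate 1 (1235), Tg-38 replicate 1 (1125) or Tg-38 replicate 3 (1069), the t-test of the methods (1005) and the linear fold of the authors' values with it (1086), and the other 10 were not. The linear fold of the authors' values with the t-test and detection on all 6 arrays, chosen after seeing the values, gave 271 higher and 156 lower at 1.5-fold and 902 higher and 809 lower at 1.2-fold, and it drops 82 of the 235 probes of Table S2 used here. Without a detection filter, also chosen after seeing the values, the same settings gave 972 higher and 682 lower at 1.5-fold and 1645 higher and 1366 lower at 1.2-fold.

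For the first 10 probes of Table S2, a fold was taken to differ if it was more than 1.5 times apart and by more than the larger of the 2 spreads, and a bound only if it was over 1.5 times the paper's fold. None differed by this rule. Lypd2 was more than 1.5 times apart (the paper's 3.39, and 2.05 here), within the spread of the paper's ratio (3.42). For Tlr1 (the paper's 4.82, and at least 2.56 here) and Vmn1r65 (the paper's 4.80, and at least 1.69 here) the values here are bounds.

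The paper names T cell receptor signaling, phosphatidylinositol signaling, calcium signaling and apoptosis among the pathways of its lower genes. With the lists used here, which are not KEGG's, 4 of 56 T cell receptor genes were among the lower genes, where 3.64 were expected (adjusted p = 1), and 3 of 45 apoptosis genes, where 2.92 were expected (adjusted p = 1). For phosphatidylinositol signaling the numbers were 8 of 50 and 3.25 (adjusted p = 0.068), and for calcium signaling 8 of 55 and 3.57 (adjusted p = 0.10). MAPK signaling, which it names too, was over-represented (9 of 48, adjusted p = 0.022). Under the alternatives set before the data were examined, phosphatidylinositol signaling passed with the stricter detection filter (adjusted p = 0.029), with detection on all 6 arrays (0.034), without a filter (0.0031) and with median scaling (0.022), calcium signaling with cyclic loess normalization (0.037) and without a filter (0.017), and T cell receptor signaling with median scaling (0.015). Apoptosis passed with none. MAPK signaling no longer passed with the stricter filter (0.055), with detection on all 6 arrays (0.061), or without wild type replicate 1 (0.059) or 2 (0.24).

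The paper also gives Jak-STAT signaling and ubiquitin-mediated proteolysis as enriched among both lower and higher genes. Here neither list passed in either direction, with 10 higher and 4 lower of 60 Jak-STAT genes and 1 higher and 11 lower of 94 ubiquitin genes. Jak-STAT signaling passed among the higher genes without a detection filter (adjusted p = 0.017) and ubiquitin-mediated proteolysis among the lower ones with median scaling (adjusted p = 0.0027). Metabolic pathways, which it names in both directions, passed here for glutathione metabolism among the higher genes (7 of 21, adjusted p = 0.022) and for none of the metabolic lists among the lower ones, where sterol and fatty acid synthesis passed without a filter (adjusted p = 0.012). The lysosome, chemokine, Toll-like receptor and antigen presentation pathways of its Figure 6B were over-represented among the higher genes here. This is not independent of the paper, since the arrays are the same and the lists were written after Figure 6 and Table S2 had been read. Table S2 holds 3, 8, 3 and 2 genes of these lists in the same order.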

Other observations

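The lists in this part were set before the deposited data were examined, and no test was chosen after its result. Table S2, which gives values for some of their genes, had been read by then.

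Markers of gamma-delta and NK T cells went in both directions in Tg-38 thymus. Cd163l1, a scavenger receptor of gamma-delta T cells, rose 2.39-fold (adjusted p = 0.0061 from limma), while Il17re fell by 0.84 on the log2 scale (adjusted p = 0.040). Of 11 measured genes 1 was higher and 1 lower over all probes, and 3 and 1 adjusted over the list alone. The median of the list was -0.12 and its mean 0.08, and camera placed it higher than other genes (adjusted p = 0.89). Markers of cortical thymic epithelium had a median log2 fold change of 0.29 over 10 genes (adjusted p = 0.042 by camera, and 0.43 with an estimated correlation), with none passing over all probes, 2 higher at an unadjusted p under 0.05 and 1 higher adjusted over the list alone. Among them Tbata had a log2 fold change of 0.68 (adjusted p = 0.082) and Prss16, a protease of cortical epithelium, of 0.49 (adjusted p = 0.19). This call ended in 6 of 19 alternatives, which besides the estimated correlation were those without wild type replicate 1 or 3 or Tg-38 replicate 1 (adjusted p = 0.10, 0.064 and 0.075), without a detection filter (0.23) and with the authors' processed values (0.054). In the mean of the cortical list the mice of the groups overlapped, from -0.382 to 0.138 in wild type and from -0.00227 to 0.252 in Tg-38. B lymphocyte markers (6 genes) did not pass (adjusted p = 0.64), with 1 lower adjusted over the list alone. Of 6 markers of stroma, vessel and fat 1, Acta2, rose, with a median of 0.07 for the list (adjusted p = 0.56).

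Markers of early thymocytes and the targets of Notch had small positive medians, and the cell cycle a small negative one, and none of the 3 lists passed. Early (DN) thymocyte markers were at 0.09 over 11 genes (adjusted p = 0.25 by camera), with 1, Il2ra, higher adjusted over the list alone. Notch-dependent genes were at 0.09 over 11 genes (adjusted p = 0.23), with Il2ra again the 1 higher, and both medians lay below 0 with median scaling. Of 32 genes of the cell cycle none passed over all probes or adjusted over the list alone, with 1 higher and 1 lower at an unadjusted p under 0.05 (median -0.05, adjusted p = 0.25, and 0.0053 without wild type replicate 2). A second list of 13 measured genes that the paper names, which shares Bcl2 and Cd69 with its miR-181 targets, had a median of -0.07 (adjusted p = 0.45), with none passing over all probes, 2 higher and 2 lower at an unadjusted p under 0.05, and 1 higher and 2 lower adjusted over the list alone. Notch1 was at 0.27 (adjusted p = 0.46) and Dgcr8, which processes microRNAs, at -0.10 (adjusted p = 0.73). Ifnar1 and Cd8a were detected on 0 arrays and Cd5 on 1 array with the probes listed under them, so they were not tested.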
